# Cell-autonomous retinoic acid receptor signaling has stage-specific effects on mouse enteric nervous system

**DOI:** 10.1172/jci.insight.145854

**Published:** 2021-05-24

**Authors:** Tao Gao, Elizabeth C. Wright-Jin, Rajarshi Sengupta, Jessica B. Anderson, Robert O. Heuckeroth

**Keywords:** Gastroenterology, Embryonic development, Neurodevelopment

## Abstract

Retinoic acid (RA) signaling is essential for enteric nervous system (ENS) development, since vitamin A deficiency or mutations in RA signaling profoundly reduce bowel colonization by ENS precursors. These RA effects could occur because of RA activity within the ENS lineage or via RA activity in other cell types. To define cell-autonomous roles for retinoid signaling within the ENS lineage at distinct developmental time points, we activated a potent floxed dominant-negative RA receptor α (RarαDN) in the ENS using diverse CRE recombinase–expressing mouse lines. This strategy enabled us to block RA signaling at premigratory, migratory, and postmigratory stages for ENS precursors. We found that cell-autonomous loss of RA receptor (RAR) signaling dramatically affected ENS development. CRE activation of RarαDN expression at premigratory or migratory stages caused severe intestinal aganglionosis, but at later stages, RarαDN induced a broad range of phenotypes including hypoganglionosis, submucosal plexus loss, and abnormal neural differentiation. RNA sequencing highlighted distinct RA-regulated gene sets at different developmental stages. These studies show complicated context-dependent RA-mediated regulation of ENS development.

## Introduction

The enteric nervous system (ENS) is a complex network of neurons and glia that resides in the bowel wall and is essential for intestinal function (1, 2). These ENS cells arise primarily from vagal enteric neural crest-derived cell (ENCDC) precursors that divide rapidly and colonize the bowel in a rostral to caudal direction from E9 to E13.5 in mice (3–6). In addition to vagal ENCDC, ENS precursors include sacral neural crest (7), mesenteric neural crest (8), sympatho-enteric precursors (9), Schwann cells (10), and perhaps bowel epithelial cells (11). As ENCDC colonize the bowel, they differentiate into about 20 neuron types, and many types of glia that form extensive networks to control most aspects of bowel function (2, 12–17). Maturation of the ENS continues during fetal development, and remodeling continues after birth (18–20). Retinoic acid (RA), the active metabolite of vitamin A, is an important morphogen with an integral role in ENCDC migration, proliferation, and differentiation (21–32). RA functions mainly as a transcriptional regulator that binds to and activates RA receptor/retinoid x receptor (RAR/RXR) heterodimers (33). RAR/RXR heterodimers bind DNA at RA response elements (RAREs) to regulate transcriptional activity. Several studies demonstrate vital roles for vitamin A and its active metabolite RA in ENS development. In rat and mouse primary cell culture, RA increases ENCDC proliferation and neuronal differentiation while decreasing neurite length (23, 27). In vivo, vitamin A–deficient mice (*Rbp4^–/–^* mice on a vitamin A–deficient diet) develop distal bowel aganglionosis (26), confirming that vitamin A is needed for bowel colonization by ENCDC. The extent of bowel aganglionosis dramatically increased when *Ret* heterozygosity was combined with vitamin A deficiency, suggesting potent gene-environment interactions in mice (26). Consistent with these observations, loss of the primary RA synthesis enzyme retinaldehyde dehydrogenase 2 (*Raldh2*) also causes severe intestinal aganglionosis in mice (29), with more minor effects of murine *Raldh1* and *Raldh3* mutations (25). Furthermore, maternal vitamin A deficiency or excess can cause intestinal hypoganglionosis without aganglionosis in rats and mice (22, 28, 32). While these results clearly show that RA signaling is needed for ENS development, many questions remain. First, because RAR and RXR receptors are expressed in diverse cell types (27), it is not clear whether RA acts directly on ENCDC or via effects on neighboring cells. Second, effects of RA signaling at distinct developmental stages remain elusive. Third, the RA-targeted gene network in ENCDC in vivo is not yet established. To address these questions, we employed a very potent CRE-dependent dominant-negative RA receptor α (*RarαDN^Loxp–STOP–LoxP/+^*; RAR*α*DN) (34) in combination with fluorescence-based lineage tracing in mice. We discovered that RA signaling regulates ENS development in a cell-autonomous manner, with distinct effects on different developmental stages. Furthermore, gene expression profiling showed stage-specific effects of blocking RAR signaling in developing ENCDC. These results suggest that vitamin A deficiency or excess could alter ENS structure and function in many ways during intrauterine and postnatal periods, contributing to human bowel motility disorders.

## Results

### Cell-autonomous RAR signaling in neural crest derivatives is required for craniofacial and ocular development.

To characterize cell-autonomous roles for RAR signaling within the ENS lineage, we bred *RarαDN^LoxP/+^* to *Wnt1Cre^+^* mice. *RarαDN^LoxP/+^* produce RAR*α*DN after CRE-mediated DNA recombination. *Wnt1Cre* express *Cre* recombinase in the CNS and many neural crest derivatives, including essentially all fetal ENS precursors (35–37). *RarαDN^LoxP/+^; Wnt1Cre*^+^ mice are viable at E12.5, but they die by E14.5 (Table 1). E12.5 *RarαDN^LoxP/+^; Wnt1Cre*^+^ have major malformations of neural crest–derived facial structures (Figure 1, A and B) with absent facial cartilage (Figure 1, C and D). Sectioning showed failure of nasomedial process fusion at the midline and a wide frontonasal region (Figure 1, E and F). In contrast, dorsal root ganglia (DRG), another crest-derived structure, appeared fairly normal even though *Wnt1Cre* induced recombination of an EYFP reporter in DRG (Figure 1, G–L). These data highlight distinct RA roles in different neural crest–derived tissues during development. Our primary goal was to investigate RA signaling effects in the ENS.

### ENS development requires cell autonomous RAR signaling.

At E12.5 in *Wnt1Cre^+^* (control) mice, ENCDC had colonized the esophagus, stomach, small intestine, and half of the colon, as seen by TuJ1 (neuron specific β3-tubulin) antibody staining (Figure 2A). In contrast, E12.5 *RarαDN^LoxP/+^; Wnt1Cre^+^* mice only had TuJ1^+^ cells in the esophagus and stomach (Figure 2B). Recognizing that the absence of TuJ1 staining might reflect impaired neuronal differentiation in *RarαDN^LoxP/+^; Wnt1Cre^+^* mice or could reflect absent ENS, we bred to *R26R-TdTomato* lineage reporter mice so that cells undergoing CRE-mediated DNA recombination are unambiguously marked. While TdTomato^+^ ENS and HuC/D^+^ (neuronal RNA binding protein) neurons were readily detected in stomach, small bowel, and proximal colon of control animals (Figure 2, C–E and I), the *RarαDN^LoxP/+^; Wnt1Cre^+^; R26R-TdTomato^+^* mice did not have TdTomato^+^ or HuC/D^+^ cells in the small bowel or colon and had fewer ENS cells in stomach than controls (Figure 2, F–H and J). These analyses confirmed that blocking cell-autonomous RAR signaling in the *Wnt1Cre* lineage completely prevented these ENS precursors from colonizing the small bowel and colon.

### Blocking RAR signaling causes defects in ENCDC migration and differentiation by E10.5.

To determine if *RarαDN* expression within neural crest–derived ENS precursors acts at earlier developmental stages, we examined E10.5 whole embryo via 3DISCO tissue clearing (38) and confocal microscopy (Figure 3, A and B). TuJ1 and SOX10 antibody staining showed many ENCDC in the esophagus and stomach in control mice (Figure 3, C–F) but very few stained ENCDC in the proximal bowel of *RarαDN^LoxP/+^; Wnt1Cre^+^* mice (Figure 3, G–J), consistent with a defect in early stages of bowel colonization. More specifically, while there were some SOX10^+^ ENCDC near the vagus in mutant mice (Figure 3, G–J), the control mice had many SOX10^+^ ENCDC that had migrated far beyond the vagus and into the stomach (Figure 3, C–F). Furthermore, in control mice, many ENCDC were TuJ1 immunoreactive, suggesting early neuronal differentiation (Figure 3, C and E), but there were almost no TuJ1^+^ cells in the esophagus or stomach of *RarαDN^LoxP/+^; Wnt1Cre^+^* mice (Figure 3, G and I). Collectively, these data suggest that cell-autonomous RAR signaling is needed for ENCDC to populate the bowel and differentiate into neurons.

### Cell autonomous RAR signaling is required for RET and PHOX2B expression in ENCDC.

The defect in bowel colonization by ENCDC of *RarαDN^LoxP/+^; Wnt1Cre^+^* mice closely resembles the phenotype in *Ret* and *Phox2b* null mice (39, 40) (Figure 4, A–C). Because RA was previously reported to induce *Ret* expression in quail ENCDC migrating from the neural tube to bowel (24), we stained E12.5 bowel from *RarαDN^LoxP/+^; Wnt1Cre^+^; R26R-EYFP^+^* and controls (*Wnt1Cre^+^; R26R-EYFP^+^*) with RET antibody. A total of 100% of stomach EYFP^+^ ENCDC expressed RET in controls as expected (Figure 4, D–F). Curiously, while 1 *RarαDN^LoxP/+^; Wnt1Cre^+^; EYFP^+^* mouse had many RET^+^EYFP^+^ ENCDC in the stomach (42%), the other mice evaluated had very few RET^+^EYFP^+^ ENCDC (0%, 0%, 0.4%, and 4.9%) (Figure 4, G–J). RAR*α*DN also dramatically reduced the percentage of lineage-marked ENCDC that express PHOX2B in the stomach or esophagus of *RarαDN^LoxP/+^; Wnt1Cre^+^; TdTomato* mice (Figure 5, A–F and H). EdU incorporation into lineage marked ENCDC in E12.5 stomach of *RarαDN^LoxP/+^; Wnt1Cre^+^; TdTomato* mice, however, was not statistically different from controls (Figure 5, A–F and G); therefore, it is not clear that reduced proliferation within stomach ENCDC fully accounts for the phenotype. Collectively, these data suggest that RAR signaling is needed in the *Wnt1Cre* ENS lineage for *Ret* and *Phox2b* expression, further suggesting that loss of either RET or PHOX2B could cause this type of extensive intestinal aganglionosis (39, 40).

### Loss of RAR signaling causes defective vagal nerve development.

In parallel with the loss of ENCDC in fetal stomach, E11.5 *RarαDN^LoxP/+^; Wnt1Cre^+^* mice had smaller vagus nerves than control littermates (Figure 6, A–C). The reduction in vagal nerve fibers in the stomach appears to be non–cell autonomous because TuJ1^+^ vagal nerve fibers are TdTomato-negative in *Wnt1Cre^+^; TdTomato^+^* and *RarαDN^+^; Wnt1Cre^+^; TdTomato^+^* mice (Figure 6D, Supplemental Figure 1, and Supplemental Videos 1 and 2; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.145854DS1). Enlarged images also demonstrate many TdTomato^+^ cells migrating along the TuJ1^+^ vagal nerve fibers in *Wnt1Cre^+^; TdTomato* and *RarαDN; Wnt1Cre^+^; TdTomato* mice (Supplemental Figure 1, E, F, K, and L). Furthermore, while ENCDC migrate far beyond the vagus in control animals, TuJ1^+^- and SOX10-labeled ENCDC remained close to vagal fibers in E11.5 *RarαDN^LoxP/+^; Wnt1Cre^+^* mice (Figure 3, D and H, and Figure 6, A and B). These observations suggest synergistic interactions between growing vagal nerve fibers and migrating ENCDC that colonize the bowel to form ENS.

### Loss of RAR signaling in SOX10 lineage of ENCDC causes aganglionosis.

To evaluate cell-autonomous effects of RAR beyond E12.5 when *RarαDN^LoxP/+^; Wnt1Cre^+^* die, we generated *RarαDN^LoxP/+^; SOX10Cre^+^* mice. These mice express *Cre* from *Sox10* regulatory elements, beginning at E8.5 when ENCDC migrate through the paraxial mesoderm to foregut (41). To confirm CRE activation in the ENS lineage, we examined *SOX10Cre; R26R-TdTomato* mice at E12.5 and found essentially complete overlap of the TdTomato lineage marker and RET antibody staining in the bowel (Supplemental Figure 2). Unlike controls (Figure 7A) and like *RarαDN^LoxP/+^; Wnt1Cre^+^*, the E12.5 *RarαDN^LoxP/+^; SOX10Cre^+^* had TuJ1^+^ ENCDC predominantly confined to the stomach at E12.5 (Figure 7, B–E), with a few sparsely distributed TuJ1^+^ ENCDC in the proximal small intestine (Figure 7D). By E15.5, *RarαDN^LoxP/+^; SOX10Cre^+^* had obvious eye and craniofacial defects but remained viable (Figure 7F). The E15.5 ENS network was dense in the esophagus and stomach but was sparse in the proximal small intestine (Figure 7, G, J, L, and N) compared with controls (Figure 7, I, K, and M). Distal small intestine (Figure 7P) and colon were aganglionic with extrinsic nerve fibers in the distal colon (Figure 7, H and R) of mutant mice in contrast to controls (Figure 7, O and Q). Neurons in the small bowel were often associated with extrinsic nerve fibers and separated from more proximal ENS (Figure 7, S–V). These data are consistent with the hypothesis that RAR signaling is required as ENCDC migrate from the neural tube to bowel and that it is not needed by ENS precursors before E8.5 in the neural tube.

### Blocking RAR signaling in the TyrCre lineage reduces enteric neurons and alters ENS patterning.

We next examined the ENS in mice that express *Cre* in ENCDC from the tyrosinase promoter (*RarαDN^LoxP/+^; TyrCre^+^*) starting at E10.5 (41, 42) when ENCDC normally reach the midgut (3). In these mice, the extent of bowel colonization by ENCDC was similar to controls at E13.5 (Figure 8, A and E). Stomach ENS appeared normal in *RarαDN^LoxP/+^; TyrCre^+^* mice (Figure 8, B and F), but the small bowel and colon were hypoganglionic relative to controls (Figure 8, C, D, G, and H). ENS organization was also abnormal in the small bowel and colon of mutants at E13.5. Instead of the fine network of cells seen in controls, *RarαDN^LoxP/+^; TyrCre^+^* ENS had thick chains of cells (Figure 8, A, C–E, G, and H). At birth, *RarαDN^LoxP/+^; TyrCre^+^* mice appeared healthy but did not feed (absent milk spot, Figure 8I) and consistently died within 12 hours (*n =* 6). To avoid analysis of dying mice, we examined E18.5 ENS. Although the *RarαDN^LoxP/+^; TyrCre^+^; R26R-TdTomato* bowel looked grossly normal (Figure 8J), lineage-marked TdTomato^+^ ENS cells were less dense in the mutant bowel throughout the small intestine and colon (Figure 8K). HuC/D IHC confirmed that enteric neurons were sparse (Figure 8, L, and N–P) and that all neurons in *RarαDN^LoxP/+^; TyrCre^+^; R26R-TdTomato* bowel were TdTomato^+^ (Figure 8, L and M). To determine if blocking RAR impacted neuron subtype ratios, we counted NOS1 and HuC/D double-labeled cells and discovered that more HuC/D^+^ neurons were NOS1^+^ in *RarαDN^LoxP/+^; TyrCre^+^* ENS (Figure 8, Q–S) compared with controls. Collectively, these results show that cell-autonomous RAR signaling is important after E10.5 for ENS patterning, to increase neuron number, and for neuron subtype specification.

### Inactivation of RAR signaling in the RET lineage causes distal bowel hypoganglionosis.

Sparse ENS in the preceding models might reflect inadequate RET, making it difficult to identify other roles for RAR signaling in ENCDC. Our prior studies suggest that RA is not needed to sustain *Ret* expression in ENCDC that already express *Ret* (26, 27). We therefore decided to use mice expressing *CRE-ERT2* from the *Ret* locus to activate *RarαDN* expression in ENCDC that already express *Ret*. For these experiments, we also needed a CRE-dependent fluorescent reporter (EYFP) to track CRE activity. Because *Ret* is on mouse chromosome 6 near the *ROSA26* locus that drives expression of *RarαDN*, as well as most fluorescent reporters, we bred *RarαDN^LoxP/+^* mice to *RETCreERT2-EYFP^Tandem^* mice to generate *RarαDN^LoxP/+^;* *RETCreERT2-EYFP^Tandem^* and *RarαDN^LoxP/+^* controls. The *RarαDN^LoxP/+^;* *RETCreERT2-EYFP^Tandem^* have undergone recombination so *RETCreERT2* and a CRE-activated EYFP–Channelrhodopsin-2 (ChR2) protein are on the same chromosome. E13.5 control *RarαDN^LoxP/+^* lacking CreERT2 had the bowel fully colonized by ENS precursors after E10.5 tamoxifen treatment (Figure 9, A, B, D, F, and H). E10.5 tamoxifen-treated *RarαDN^LoxP/+^;* *RETCreERT2-EYFP^Tandem^* also had normally patterned ENS in the esophagus and small bowel (Figure 9, A, C, E, and G) but had hypoganglionic ENS in the colon, with thick chains of ENS cells (Figure 9,C and I). We confirmed high levels of CRE-activation in the ENS after tamoxifen treatment and almost no CRE activation in the absence of tamoxifen in these *RETCreERT2-EYFP^Tandem^* mice (Supplemental Figure 3). Because tamoxifen effects may take 12–18 hours, we also tamoxifen treated at E8.5 but found similar phenotypes (Figure 9, J–M). RET and PHOX2B were readily detected in EYFP^+^ ENCDC of E13.5 *RarαDN^LoxP/+^;* *RETCreERT2-EYFP^Tandem^* mice, consistent with our prior studies (26, 27). These data suggest that RAR is needed to activate RET and PHOX2B expression in ENCDC (Figure 4, D–I, and Figure 5, A–F and H) but not to maintain expression once regulatory elements are activated (Figure 9, N–Q). The unusual patterning in the distal colon of tamoxifen-treated E13.5 *RarαDN^LoxP/+^;* *RETCreERT2-EYFP^Tandem^* mice suggests that RAR regulates additional ENS patterning genes in ENCDC.

### Ret lineage loss of RAR signaling profoundly reduced submucosal neuron density and altered cell identity.

*RarαDN^LoxP/+^; RETCreERT2-EYFP^Tandem^* treated with tamoxifen at E10.5 (Figure 10) were born at a normal Mendelian ratio, grew normally, and had a normal-appearing bowel (Figure 10B), permitting analysis of adult ENS. We therefore stained the bowel of 2-month-old mice with HuC/D and TuJ1 antibodies (Figure 10, C–N). Quantitative analysis demonstrated a 50%–65% reduction in myenteric neurons in small bowel and colon and a 90% loss of submucosal neurons in *RarαDN*-expressing mutant mice (Figure 10, O–T). In contrast to neurons, adult enteric glia marked by SOX10 antibody appeared similar in abundance in tamoxifen-treated *RarαDN^LoxP/+^; RETCreERT2-EYFP^Tandem^* and control mice (Supplemental Figure 4A). Interestingly, E10.5 tamoxifen treatment also led to a dramatic increase in NOS1^+^ submucosal neurons in *RarαDN^LoxP/+^; RETCreERT2-EYFP^Tandem^* small bowel (Supplemental Figure 4B), and a mild increase in NOS1^+^ myenteric neurons. These studies confirm distinct age-dependent effects of cell-autonomous RAR signaling in the ENS.

### Transcriptional profiling shows that RARαDN differentially impacts gene expression in E11.5 stomach and E13.5 colon ENCDC.

Because RAR regulates transcription, we performed pooled-cell RNA sequencing (RNA-seq) to characterize RAR*α*DN-induced changes in ENCDC gene expression. 

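Stomach ENCDC, the neural crest-derived cells that form the ENS, were sorted by TdTomato fluorescence from single embryos at E11.5. There were 4 control embryos with the Wnt1Cre driver and the reporter, and 4 embryos that also expressed RarαDN, a dominant-negative form of the retinoic acid receptor RARα. Rara, the gene from which the dominant-negative receptor derives, had 94.9 ± 17.6 CPM (TMM-scaled, mean ± SD, n = 4) in control ENCDC and 104 ± 25.3 CPM (n = 4) in RarαDN-expressing ENCDC (log2 fold change 0.13, SE 0.24, edgeR adjusted p = 0.824). Whether transcripts of the RarαDN cassette are counted under Rara is not given in the sources used here, so this value is no check of the labels. cDNA was made and amplified with the SMART method, libraries were made with the Nextera XT kit, and each sample was sequenced in 2 runs whose reads were combined. The authors mapped the single-end reads with RUM, removed reads from repeats and ribosomal RNA, and deposited a table of whole-number counts for 22365 transcripts of 17090 genes. The genome build and the annotation are not given in the sources used here. The transcript that the authors had marked as best for each gene was used. Libraries held 8585740 to 11043100 counts in control ENCDC (median 9920980) and 6428930 to 12121300 counts in RarαDN-expressing ENCDC (median 9878910). With every library thinned to 6000000 counts, 14231 to 14522 genes were detected in control ENCDC and 12329 to 13125 in RarαDN-expressing ENCDC. Pearson's r of log-CPM across genes was 0.914 to 0.980 between control libraries and 0.826 to 0.866 between RarαDN libraries, and no pair of libraries differed by as little as sampling noise. Counts were scaled by TMM, genes with low counts were left out by edgeR's expression filter, and the remaining 12427 genes were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Amplified reads without molecular identifiers are not independent molecules, so limits drawn from a count of 0 cover counting error only.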

For *RarαDN^LoxP/+^; Wnt1Cre^+^; R26R-TdTomato* mice, we analyzed E11.5 stomach ENCDC because RAR*α*DN eliminated ENCDC beyond the stomach. 

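Colon ENCDC were sorted by EYFP from single E13.5 embryos of mice in which RETCreERT2 had been activated by tamoxifen (233 mg/kg) at E10.5. 4 control libraries and 3 libraries from RarαDN-expressing ENCDC had counts, made by the same steps from RNA to table as the E11.5 stomach libraries. Rara had 66.8 ± 11.0 CPM (mean ± SD, n = 4) in control ENCDC and 61.9 ± 24.1 CPM (n = 3) in RarαDN-expressing ENCDC (log2 fold change -0.11, SE 0.27, edgeR adjusted p = 0.857). Library totals were 7190880 to 9996630 counts in control ENCDC (median 7939600) and 6065030 to 10105600 counts in RarαDN-expressing ENCDC (median 8828510). At the same thinned depth as for the stomach, 12284 to 12968 genes were detected in control ENCDC and 13358 to 13736 in RarαDN-expressing ENCDC, so the group with more detected genes was not the one with more at E11.5. Control libraries resembled each other less than RarαDN libraries did, with Pearson's r across genes of 0.844 to 0.862 against 0.933 to 0.956. The 12085 genes kept by the filter were tested in a fit of these 7 libraries alone. Age, organ, Cre driver and fluorescent protein all differ between the 2 experiments, so a difference between them cannot be assigned to 1 of these.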

For *RarαDN^LoxP/+^;* *RETCreERT2-EYFP^Tandem^*, we analyzed E13.5 colon ENCDC after tamoxifen treatment at E10.5 because RAR*α*DN-expressing colon ENCDC had patterning defects. Controls expressed fluorescent protein in ENCDC but lacked *RarαDN*. 

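The sorted libraries were read for markers of other bowel cell types, as the summed CPM of gene lists fixed in advance. In E11.5 control ENCDC, pan-neuronal structural genes summed to 4108 ± 1156 CPM (mean ± SD, n = 4), against 84.6 ± 13.9 CPM for endothelial genes, 71.2 ± 30.0 CPM for epithelial genes and 139 ± 18.8 CPM for erythroid genes. Hemoglobin genes held 19.6 ± 21.3 CPM in these libraries. The erythroid list also counts Gypc and Fech, with 439 to 557 and 550 to 781 counts per library. Leukocyte and macrophage genes summed to 56.3 ± 14.5 CPM in control ENCDC and 237 ± 145 CPM in RarαDN-expressing ENCDC at E11.5 (n = 4 each). Of the 11 tested, C1qa and C1qb, subunits of the complement protein C1q made by macrophages, rose and 9 did not pass (6 rose when adjusted over the list alone; camera adjusted p = 4.48e-06, and adjusted p = 0.255 with an estimated correlation). C1qb was 1.67 ± 1.86 CPM in control ENCDC and 50.9 ± 27.5 CPM in RarαDN-expressing ENCDC (log2 fold change 4.94, SE 0.96, edgeR adjusted p = 0.0124), and lost its call without control library 1 (edgeR adjusted p = 0.0535). C1qa lost its call with all 4 groups in 1 fit (edgeR adjusted p = 0.0524), limma-voom (adjusted p = 0.0937) and a replicate block (0.109), and without control library 1, 3 or 4 or RarαDN library 4 (0.103, 0.101, 0.0656 and 0.0690). Without control library 2 the log2 fold changes of C1qa and C1qb were 6.24 and 5.95. Mesenchyme and visceral smooth muscle genes summed to 269 ± 79.4 and 509.8 ± 202 CPM. 2 of 13 rose and none fell (3 rose when adjusted over the list alone; camera adjusted p = 0.00268, and adjusted p = 0.341 with an estimated correlation), among them Tagln, a smooth muscle actin-binding protein (log2 fold change 4.80, SE 0.51, edgeR adjusted p = 0.000406). Pericyte and vascular smooth muscle genes summed to 218 ± 43.1 and 562 ± 173 CPM. Myl9 and Foxc1 rose and the other 6 did not pass (2 when adjusted over the list alone; camera adjusted p = 0.0297, and adjusted p = 0.274 with an estimated correlation). The pericyte call was lost without control library 2 (camera adjusted p = 0.0505) or RarαDN library 1 (0.0694), with the Y-linked covariate (0.0537) and with quality weights (0.0516), and the Foxc1 call without control library 1 or 4 (edgeR adjusted p = 0.0541 and 0.0504). Endothelial genes moved apart at E11.5, with 4 of 10 higher and 3 lower (4 and 4 when adjusted over the list alone; median log2 fold change 0.023, mean -1.60, camera adjusted p = 0.825): Eng, a TGFβ co-receptor, rose (log2 fold change 4.02, edgeR adjusted p = 0.00358) and Kdr, a VEGF receptor, fell (log2 fold change -6.45, or -9.67 without RarαDN library 4, edgeR adjusted p = 0.00683). Of 4 epithelial genes Spint2 fell and 3 did not pass (1 when adjusted over the list alone; camera adjusted p = 0.494), and none of 8 erythroid genes passed, also over the list alone (camera adjusted p = 0.972). At E13.5, endothelial genes summed to 143 ± 37.0 CPM in control (n = 4) and 64.4 ± 8.64 CPM in RarαDN-expressing ENCDC (n = 3), with 2 of 8 lower, none higher and 1 higher when adjusted over the list alone (camera adjusted p = 0.0445, and adjusted p = 0.415 with an estimated correlation). Mesenchyme genes summed to 248 ± 97.7 and 129 ± 47.1 CPM, with Col1a2 and Des lower among 12, as when adjusted over the list alone (camera adjusted p = 0.0395, and adjusted p = 0.415 with an estimated correlation). The endothelial call was lost without control library 2 or 4 (camera adjusted p = 0.0826 and 0.139), and the mesenchyme call without control library 1, RarαDN library 2 or RarαDN library 3 (camera adjusted p = 0.201, 0.108 and 0.402). Both calls were lost with DESeq2 (adjusted p = 0.0653 for the endothelial and 0.152 for the mesenchyme list), quality weights (0.0618 and 0.168), all 4 groups in 1 fit (0.293 and 0.104), no filter on low counts (0.110 and 0.163) and fry (0.150 and 0.272), the endothelial call also with RLE scaling (0.0530), limma-voom (0.0902), a replicate block (0.164) and the trend with transcript length removed, a choice made after seeing the data (0.0664), and the mesenchyme call also with the Y-linked covariate (0.0592). The calls of Spint2 at E11.5 (without control library 1 or 2 or RarαDN library 4, edgeR adjusted p = 0.0513, 0.0526 and 0.0510) and, at E13.5, of Col1a2 (without RarαDN library 1 or 2, edgeR adjusted p = 0.0554 and 0.0519), Des (without any RarαDN library, from 0.0604 to 0.1001) and Coro1a (without control library 2, 3 or 4 or any RarαDN library, from 0.0783 to 0.167) were lost too. The E13.5 leukocyte list passed without control library 1 or RarαDN library 1 (camera adjusted p = 0.0275 and 0.0296). Coro1a was the 1 leukocyte gene of 4 that fell, and over the list alone too (camera adjusted p = 0.0836), and no pericyte gene of 5 or epithelial gene of 4 passed, over the list alone either (camera adjusted p = 0.506 and 0.751). The mesothelial list kept too few genes for a test, 2 at E11.5 and 1 at E13.5, and summed to 16.7 ± 3.56 and 20.9 ± 18.5 CPM at E11.5 and 15.9 ± 8.81 and 34.2 ± 5.39 CPM at E13.5.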

Flow sorting cleanly separated fluorescent cells from other bowel cell types (Figure 11, A and B). 

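Stomach control and RarαDN-expressing ENCDC stood far apart at E11.5, and the colon groups stood less far apart at E13.5, measured as Euclidean distances of log2-CPM over the 500 genes of largest variance. At E11.5 the mean distance between libraries of different groups exceeded that between libraries of 1 group by 55.8, larger than for any of the other ways to split the 8 libraries (exact permutation test, one-sided p = 0.0286, the smallest that 4 against 4 libraries allow). At E13.5 the difference was 9.28, and 3 of the 35 splits of the 7 libraries into 4 and 3 gave a value as large, the real one included (exact permutation test, one-sided p = 0.0857). The largest value among the other splits was 10.3 at E11.5 and 18.5 at E13.5. A wide spread within 1 group lowers this difference, so at E13.5 it does not decide whether the groups overlap. On the first axis of multidimensional scaling the E13.5 RarαDN libraries lay at -1.42, -1.38 and -1.49. The E13.5 controls lay at 0.158, 2.96, 1.52 and -0.345 and did not overlap them on that axis. The E13.5 control libraries spread widely, and hemoglobin transcripts made up 777 CPM in control library 2 and 4882 CPM in control library 3 but 25.2 and 60.1 CPM in control libraries 1 and 4. The 3 RarαDN libraries held 100.4, 0.680 and 9.20 CPM of hemoglobin transcripts. Without RarαDN library 1, 2 or 3 the E13.5 difference was -0.309, -1.03 and 0.734, and without both hemoglobin-rich control libraries, a choice made after seeing the data, it was 22.6. Without control library 1, 2, 3 or 4 it was 19.1, 15.1, 14.9 and 20.8, so it rose without the hemoglobin-poor controls too. With hemoglobin genes left out it was 8.84.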

Multidimensional scaling (MDS) showed separate groups of control versus *RarαDN*-expressing ENCDC (Figure 11, C and D). Among approximately 23,000 transcripts at each age, we found 1413 genes differentially expressed between control and *RarαDN^LoxP/+^; Wnt1Cre^+^* ENCDC (FDR < 0.05) at E11.5 (Supplemental Table 1) and 1140 genes differentially expressed between control and *RarαDN^LoxP/+^;* *RETCreERT2-EYFP^Tandem^* (FDR < 0.05) at E 13.5 (Supplemental Table 2), as represented in volcano plots (Figure 11, E and F). 

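At E11.5, 745 of 12427 tested genes passed an edgeR adjusted p of 0.05, 381 of them higher and 364 lower in RarαDN-expressing ENCDC. Those that rose included Cd200, an immunoglobulin-family membrane glycoprotein, at 22.8 ± 1.77 CPM in control and 613 ± 93.0 CPM in RarαDN-expressing ENCDC (mean ± SD, n = 4 each; log2 fold change 4.75, SE 0.20, edgeR adjusted p = 1.05e-06), and the melanosome protein gene Pmel, at 8.36 ± 3.99 and 1137 ± 415 CPM (log2 fold change 7.09, SE 0.47, edgeR adjusted p = 1.75e-05). Chrna3, a subunit of ganglionic nicotinic acetylcholine receptors, fell from 144 ± 54.9 to 0.129 ± 0.129 CPM (log2 fold change -10.23, SE 0.59, edgeR adjusted p = 1.17e-05), and Dbh, the enzyme that makes noradrenaline, fell from 254 ± 115 to 0.505 ± 0.692 CPM (log2 fold change -9.05, edgeR adjusted p = 0.000111). Th, the rate-limiting enzyme of catecholamine synthesis, had 58.7 ± 49.3 CPM in control ENCDC and no count in RarαDN-expressing ENCDC, at least 746-fold lower against 3 counts over the group (edgeR adjusted p = 0.000903). At E13.5, 1007 of 12085 tested genes passed, 336 of them higher and 671 lower. Ednrb, the endothelin receptor mutated in some Hirschsprung disease, rose from 326 ± 79.6 CPM (n = 4) to 1004 ± 145 CPM (n = 3; log2 fold change 1.62, SE 0.19, edgeR adjusted p = 0.00472), and Nedd9, a scaffold protein of focal adhesions, rose to 169.5 ± 19.2 from 17.3 ± 8.20 CPM (log2 fold change 3.29, edgeR adjusted p = 0.00303). Cdkn1c, an inhibitor of cyclin-dependent kinases, fell from 2817 ± 294 to 359 ± 47.7 CPM (log2 fold change -2.97, SE 0.15, edgeR adjusted p = 1.58e-05), and Ccnd2, a D-type cyclin, from 463 ± 35.4 to 128 ± 36.01 CPM (log2 fold change -1.85, edgeR adjusted p = 0.00303). The E11.5 differences were the larger ones, with 442 called genes over 4-fold (207 higher, 235 lower) and a median absolute log2 fold change of 2.55, against 78 genes (26 higher, 52 lower) and 1.03 at E13.5. No library of one group overlapped the other group in 1947 of the 12427 genes tested at E11.5 and 3142 of the 12085 at E13.5, where chance gives 2.86% and 5.71% of genes. The log2 fold change of Chrna3 was -10.86 without RarαDN library 3, and that of Dbh -10.72 without RarαDN library 4. The bound for Th was 420.0-fold without control library 2. At equal depth RarαDN libraries had fewer detected genes than controls at E11.5 and more at E13.5, and log2 fold changes went with transcript length across genes (Spearman's rho -0.308 at E11.5 and 0.495 at E13.5, genes not being independent replicates). The E13.5 count was 25, 44 or 324 without RarαDN library 1, 2 or 3, 462 without control library 3 and 649 with all 4 groups in 1 fit, and after the trend with transcript length was removed, a choice made after seeing the data, it was 193. The E11.5 count was 324, 351 or 363 without control library 1, 3 or 4 and 1143 without RarαDN library 1, and it was 1676 with DESeq2, against 1861 at E13.5.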

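At E11.5 many neuronal genes were lower and many genes of melanoblasts and migratory neural crest higher in RarαDN-expressing ENCDC, while other members of these lists did not pass. Of 27 pan-neuronal structural genes, 12 fell, none rose and 15 did not pass edgeR's test (16 fell when adjusted over the list alone; median log2 fold change -2.76). Elavl4, a neuronal RNA-binding protein, went from 319 ± 90.1 CPM in control ENCDC to 41.5 ± 13.3 CPM (mean ± SD, n = 4 each; log2 fold change -2.94, SE 0.29, edgeR adjusted p = 0.000252). Of 24 synaptic vesicle and secretory granule genes, 10 fell and none rose (12 when adjusted over the list alone), including Syt11, a synaptotagmin, from 487 ± 19.7 to 168 ± 26.3 CPM (log2 fold change -1.54, edgeR adjusted p = 0.000483). Of 15 neuronal receptor and channel genes, 10 fell and none rose (12 when adjusted over the list alone; median log2 fold change -6.64, or -6.05 with genes at 0 in a group set to their bound), and Chrna5 was at least 295-fold lower (no count in RarαDN-expressing ENCDC; edgeR adjusted p = 0.000368). 6 of 11 neurotransmitter and neuropeptide genes fell and 1 rose (7 and 1 when adjusted over the list alone), and Slc18a2, the vesicular monoamine transporter, had a log2 fold change of -3.14 (edgeR adjusted p = 0.00228). 13 of 17 melanoblast genes rose and none fell (13 when adjusted over the list alone), with a summed 99.8 ± 9.97 CPM in control ENCDC and 2595 ± 846 CPM in RarαDN-expressing ENCDC. Dct, a melanin synthesis enzyme, went from 8.43 ± 3.07 to 722 ± 259.8 CPM (log2 fold change 6.42, SE 0.41, edgeR adjusted p = 1.56e-05). 8 of 18 migratory neural crest genes rose and none fell (13 when adjusted over the list alone), including Msx2, a homeobox gene (log2 fold change 6.00, edgeR adjusted p = 1.56e-05), and Sox9, a SoxE gene (log2 fold change 3.12, edgeR adjusted p = 0.00606). Of 27 ENS progenitor and Hirschsprung genes, 6 fell, among them the GDNF receptor gene Gfra1 (log2 fold change -1.75, edgeR adjusted p = 0.00812), and 1 rose (10 and 1 when adjusted over the list alone). Of 17 Schwann cell precursor and glial genes, 3 rose and 1 fell (4 and 1 when adjusted over the list alone; camera adjusted p = 0.352). By camera, adjusted over the lists, the pan-neuronal (adjusted p = 3.84e-13), synaptic (1.30e-11), receptor (2.35e-16), neurotransmitter (1.24e-06) and ENS progenitor (0.0175) lists lay lower than other genes at E11.5, and the melanoblast (7.05e-19) and neural crest (5.00e-12) lists higher. The receptor and melanoblast calls held with an estimated correlation (adjusted p = 0.00503 and 0.0136), while adjusted p = 0.0830 (pan-neuronal), 0.0830 (synaptic), 0.0971 (neurotransmitter), 0.489 (ENS progenitor) and 0.0971 (neural crest) with an estimated correlation. At E13.5, 10 of 27 pan-neuronal genes fell and 2 rose (12 and 2 when adjusted over the list alone). Uchl1, a neuronal ubiquitin hydrolase, went from 531 ± 91.2 CPM (n = 4) to 196 ± 5.35 CPM (n = 3; log2 fold change -1.44, edgeR adjusted p = 0.00355). 3 of 25 synaptic genes fell and 1 rose (7 and 1 when adjusted over the list alone), 2 of 15 neurotransmitter genes fell and none rose (3 when adjusted over the list alone), and 3 of 19 receptor and channel genes fell and 1 rose, as when adjusted over the list alone (camera adjusted p = 0.498). The pan-neuronal, synaptic and neurotransmitter lists lay lower by camera (adjusted p = 0.000103, 0.000740 and 0.0199, each with adjusted p = 0.415 with an estimated correlation). Of ENS progenitor genes 3 of 26 rose and 1 fell (6 and 1 when adjusted over the list alone; camera adjusted p = 0.119), of neural crest genes 2 of 14 rose and 2 fell (3 and 3; camera adjusted p = 0.983, with a median log2 fold change of 0.17 and a mean of -0.67), Pmp22 alone fell of 14 glial genes, over the list alone too (camera adjusted p = 0.317), and no melanoblast gene of 7 passed, over the list alone either (camera adjusted p = 0.983). The E13.5 neurotransmitter call was lost without control library 4 or RarαDN library 3 (camera adjusted p = 0.0876 and 0.0910), with all 4 groups in 1 fit (0.0719), no filter on low counts (0.150), a replicate block (0.0580), fry (0.0684) and, chosen after seeing the data, the length trend removed (0.0664), and the E11.5 ENS progenitor call without control library 4 or RarαDN library 1 (camera adjusted p = 0.0506 and 0.0870). That ENS progenitor call was also lost with fry (adjusted p = 0.0506) and with the length trend removed (camera adjusted p = 0.0741). The E13.5 ENS progenitor list passed without control library 3 or RarαDN library 2 (camera adjusted p = 0.0457 and 0.0362), and the Pmp22 call was lost without any 1 RarαDN library (edgeR adjusted p from 0.0519 to 0.0968).

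**Figure D1:**
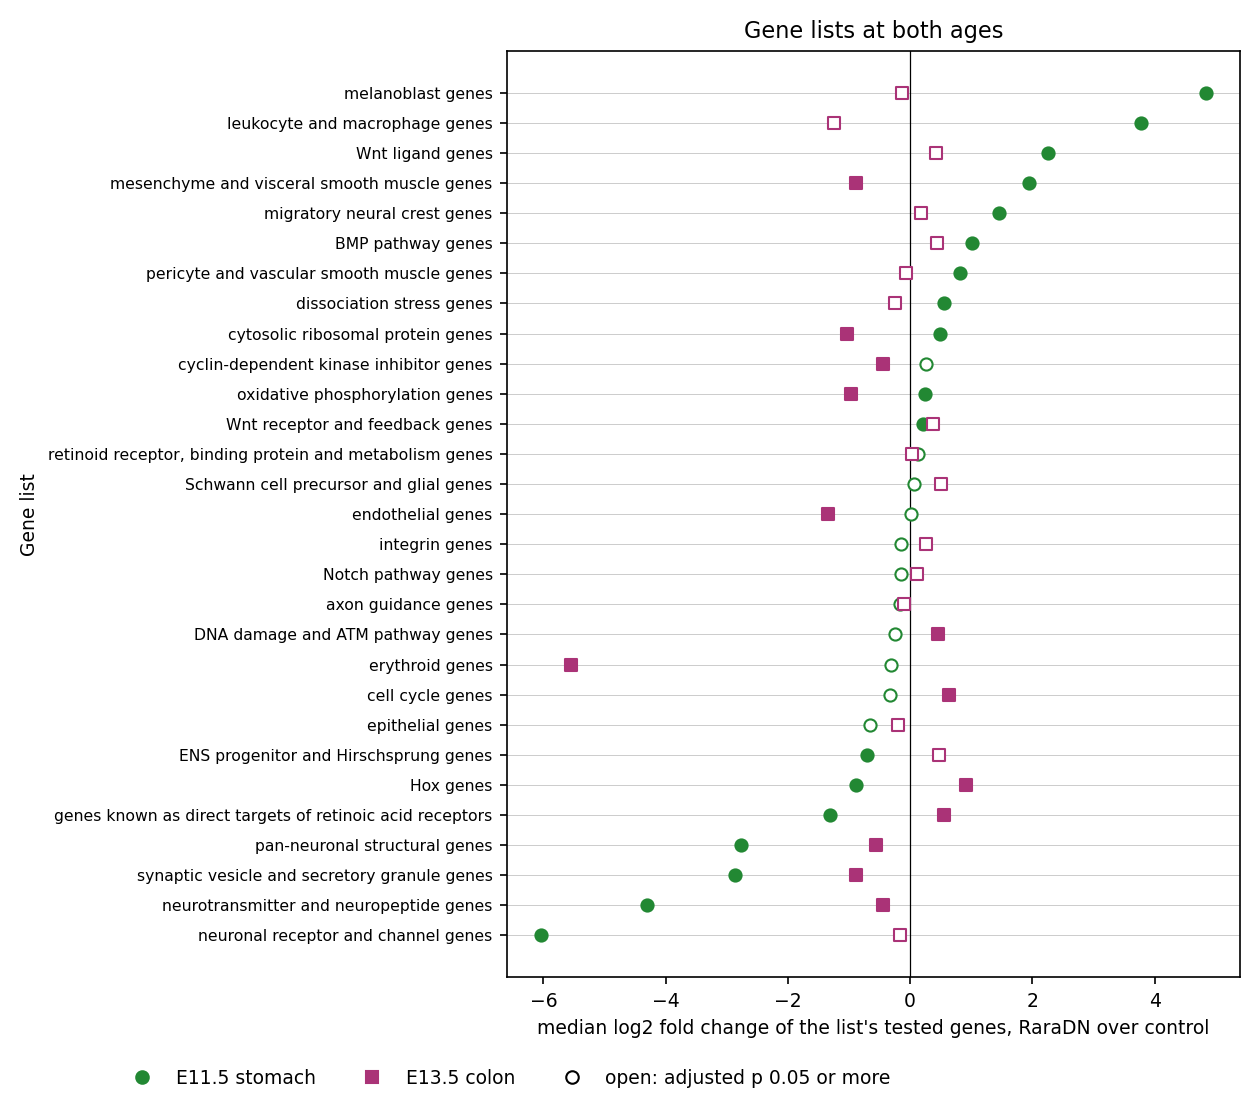
Median log2 fold change of each gene list's tested genes, RarαDN-expressing over control ENCDC, at E11.5 (stomach, circles) and E13.5 (colon, squares), with genes at 0 in a group set to their bound and filled symbols for a camera adjusted p under 0.05. The melanoblast list lies at 4.85 at E11.5 and -0.14 at E13.5, and the erythroid list at -5.55 at E13.5. Of the 9 erythroid genes tested there, 1 passed edgeR's test. Hba-a1 with Hba-a2 and Hbb-b1 with Hbb-b2 share identical counts, and camera gave adjusted p = 0.415 for the list with an estimated correlation.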

The top 20 upregulated and downregulated genes at E11.5 (Supplemental Figure 5A) and E13.5 (Supplemental Figure 5B) and main dysregulated pathways (Figure 12A for E11.5 and Figure 12B for E13.5) suggest that many distinct biological processes are influenced by RAR signaling.

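Hba-x, the embryonic α-like globin gene, had 8.82 ± 10.4 CPM (mean ± SD, n = 4) in E13.5 control ENCDC and no count in RarαDN-expressing ENCDC (n = 3), at least 76.0-fold lower against 3 counts over the group (edgeR adjusted p = 0.0216). The bound was 32.0-fold without control library 2, which held 162 of the counts, and 49.7-fold and 44.4-fold without RarαDN library 2 and 3. The call was lost without control library 3 (edgeR adjusted p = 0.0533) and without RarαDN library 1, 2 or 3 (0.0782, 0.0743 and 0.0698). Hbb-y, an embryonic β-like globin gene, had 91.02 ± 136 CPM in control and 0.437 ± 0.757 CPM in RarαDN-expressing ENCDC (log2 fold change -7.43, SE 2.07, edgeR adjusted p = 0.0742). Its control libraries held 37, 1960, 445 and 77 counts, and without control library 2 the log2 fold change was -5.59. The adult globin genes Hba-a1 and Hba-a2, which share identical counts and so cannot be told apart, had 269 ± 432 and 8.86 ± 13.7 CPM (edgeR adjusted p = 0.301). Hbb-b1 and Hbb-b2, a pair with identical counts too, had 245 ± 439 and 4.41 ± 7.08 CPM (log2 fold change -5.93, edgeR adjusted p = 0.296), and Beta-s, another adult β-globin transcript, had 369 ± 675 and 8.35 ± 12.3 CPM (log2 fold change -5.55, edgeR adjusted p = 0.3). Without control library 3 the log2 fold changes were -2.58 for Hbb-b1 and Hbb-b2 and -1.95 for Beta-s, and without RarαDN library 1 they were -9.38 and -8.04. Of 9 erythroid genes tested at E13.5, Hba-x fell, none rose and 8 did not pass (2 fell when adjusted over the list alone; median log2 fold change -5.55). The list lay lower than other genes by camera (adjusted p = 0.0160, and adjusted p = 0.415 with an estimated correlation), and not with limma-voom (adjusted p = 0.164). Summed over the erythroid list, control ENCDC held 1517 ± 2329.8 CPM and RarαDN-expressing ENCDC 129 ± 43.7 CPM, and most of the control sum came from control libraries 2 and 3. For the summed hemoglobin genes the groups differed by 1399 CPM, with a two-sided exact permutation p of 0.514 on the CPM scale and 0.171 on the log2 scale. Control libraries spread over more than the difference between the groups for each adult globin gene. Hba-x kept its call in 14 of 22 settings, which include DESeq2 and limma-voom beside edgeR (adjusted p of each setting's own test from 3.65e-06 to 0.143).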

One initially surprising feature at E13.5 was that many hemoglobin genes were less abundant in flow-sorted cells from *RarαDN;* *RETCreERT2-EYFP^Tandem^* compared with controls. We suspect that this occurred because *Ret* is expressed in the hematopoietic stem cell (HSC) lineage, where RAR supports erythropoiesis (43, 44) and hemoglobin genes are normally expressed at high levels. Consistent with this hypothesis, some *RETCreERT2-EYFP^Tandem^*–lineage cells in the colon were stained with TER119 (erythroid lineage) and CD31 (endothelial, platelet, and leucocyte lineage) antibodies (Supplemental Figure 6). To define a gene set clearly linked to the ENS, we compared differentially expressed genes in *RarαDN;* *RETCreERT2-EYFP^Tandem^* and *RarαDN; Wnt1Cre; TdTomato* mice. 

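At an edgeR adjusted p under 0.2, 1719 of the 11644 genes tested at both ages passed at E11.5 and 2696 at E13.5. 542 genes passed at both ages, where 398 would be expected from independent lists (ratio 1.36, Fisher's exact test, p = 5.41e-18, genes not being independent replicates). In 476 of them the directions were opposite. Anxa2, an annexin, rose at E11.5 (log2 fold change 3.31, edgeR adjusted p = 0.000252) and fell at E13.5 (log2 fold change -2.73, edgeR adjusted p = 0.00644). Crabp1, a retinoic acid-binding protein, rose from 29.9 ± 10.1 to 125 ± 48.4 CPM at E11.5 (mean ± SD, n = 4 each; log2 fold change 2.06, SE 0.33, edgeR adjusted p = 0.00501) and fell at E13.5 (log2 fold change -2.32, edgeR adjusted p = 0.0162). Zfp238, a transcriptional repressor active in neurogenesis, fell at E11.5 (log2 fold change -2.74, edgeR adjusted p = 0.000475) and rose at E13.5 (log2 fold change 1.71, edgeR adjusted p = 0.0160), and Hoxb5 fell from E11.5 control levels (log2 fold change -2.60, or -3.42 without RarαDN library 4, edgeR adjusted p = 0.0347) and rose at E13.5 (log2 fold change 1.49, SE 0.24, edgeR adjusted p = 0.00884). 232 genes were higher at E11.5 and lower at E13.5, and 244 the reverse, where 94.7 and 103 would be expected. These sets differed in transcript length, with a median of 1403 nucleotides for the 232 and 3981 for the 244, against 2950 for all genes tested at both ages. The Hoxb5 call at E11.5 was lost without any 1 control library (edgeR adjusted p from 0.0660 to 0.0978), without RarαDN library 2 or 3 (0.0723 and 0.0826), with the Y-linked covariate (0.0501) and with the replicate block (0.0512). At E13.5 the calls of Hoxb5 (edgeR adjusted p = 0.0594 and 0.0524), Crabp1 (0.0671 and 0.0579) and Zfp238 (0.0884 and 0.0718) were lost without RarαDN library 1 or 2, that of Crabp1 without control library 3 too (0.0506), and that of Anxa2 without RarαDN library 1 (0.0516). The count at both ages was 286, 873, 287 or 282 without E11.5 control library 1, 2, 3 or 4, and 288 or 348 without E13.5 RarαDN library 1 or 2. It was 930 with DESeq2, 1093 with limma-voom and 290 once the trend with transcript length was removed, the last a choice made after seeing the data.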

In total, 594 genes were differentially regulated versus age-matched control cells in both mouse lines (Supplemental Figure 7 and Supplemental Table 3). Of these, a core set of 115 genes were regulated in the same direction by RAR*α*DN in ENCDC at E11.5 and E13.5 (Supplemental Tables 4 and 5). 

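66 genes passed at both ages in the same direction, 53 of them lower and 13 higher in RarαDN-expressing ENCDC. This is 12.2% of the 542, where 272 would be expected if the directions at the 2 ages were unrelated (Fisher's exact test, p = 1.21e-81). Genes are not independent replicates, so that p does not measure the spread between embryos. By direction, 113 lower and 86.5 higher would be expected from independent lists, so both counts lay below that. The genes lower at both ages included Stmn4, a stathmin of neurons (log2 fold change -3.98, edgeR adjusted p = 0.0210 at E11.5 and log2 fold change -1.87, edgeR adjusted p = 0.0102 at E13.5), and Rtn1, a reticulon of neuroendocrine cells (log2 fold change -2.90, edgeR adjusted p = 0.0308 at E11.5 and log2 fold change -0.86, edgeR adjusted p = 0.0444 at E13.5). Cartpt, a neuropeptide precursor, fell at both ages, at E13.5 from 724 ± 207 CPM (mean ± SD, n = 4) to 149 ± 67.8 CPM (n = 3; log2 fold change -2.29, SE 0.35, edgeR adjusted p = 0.00846) and at E11.5 with a log2 fold change of -5.04 (edgeR adjusted p = 0.00514). Its E13.5 call was lost without RarαDN library 2 (edgeR adjusted p = 0.0519). Lmo1, a LIM-domain transcriptional regulator, fell at E11.5 (log2 fold change -2.76, edgeR adjusted p = 0.0480) and at E13.5 (log2 fold change -2.53, edgeR adjusted p = 0.00472). Among the 13 higher genes, which were named after their values were seen, were Hdgf, a growth factor (edgeR adjusted p = 0.00794 and 0.173), and Cald1, an actin-binding protein (edgeR adjusted p = 0.0627 and 0.0813). With an edgeR adjusted p under 0.05 at both ages, 19 genes had the same direction, 18 lower and 1 higher. The count of 66 was 34 or 42 without E13.5 RarαDN library 1 or 3, 122 without E11.5 RarαDN library 1, 102 with all 4 groups in 1 fit, 136 with DESeq2 and 137 with limma-voom.

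**Figure D2:**
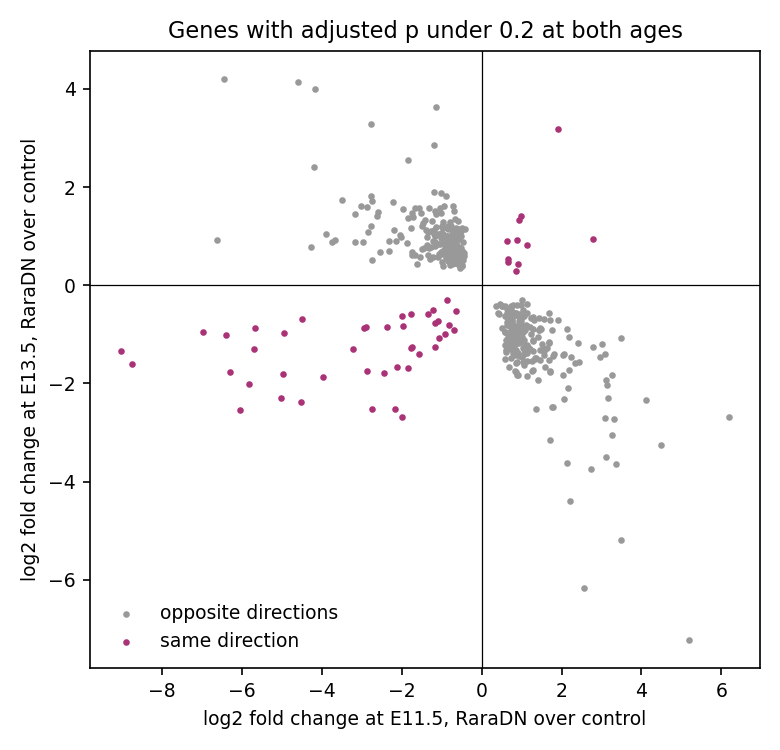
Log2 fold change of RarαDN-expressing over control ENCDC at E11.5 (x axis) against E13.5 (y axis) for genes with an edgeR adjusted p under 0.2 at both ages, 1 point per gene. 527 genes are drawn, 54 of them with the same direction at both ages, and 15 genes with a group at 0 are left out because their fold change is only a bound.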

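Genes of neuron structure, synapses and neuronal receptors were over-represented among the genes that passed at both ages. 8 of the 27 pan-neuronal structural genes tested at both ages were among the 542, where 1.26 would be expected (Fisher's exact test with Benjamini-Hochberg adjustment over 28 lists, adjusted p = 0.000593), among them Tubb3, the neuron-specific β-tubulin, and Nefm, a neurofilament subunit. Tubb3 had a log2 fold change of -1.78 at E11.5 (edgeR adjusted p = 0.0679) and -0.59 at E13.5 (edgeR adjusted p = 0.118), while Nefm fell at E11.5 (log2 fold change -2.76, edgeR adjusted p = 0.0172) and rose at E13.5 (log2 fold change 1.21, edgeR adjusted p = 0.0356). The Nefm call at E11.5 was lost without control library 1 or 2 or RarαDN library 3 (edgeR adjusted p = 0.0541, 0.0504 and 0.0504). 7 of 23 synaptic vesicle and secretory granule genes were in the set (1.07 expected, Fisher adjusted p = 0.000814), as were 7 of 26 ENS progenitor genes (Fisher adjusted p = 0.00129), 5 of 13 receptor and channel genes (0.00142), 7 of 32 cell cycle genes (0.00311), 3 of 8 endothelial genes (0.0220) and 3 of 10 neurotransmitter genes (0.0377). Among the 66 genes with the same direction, 7 were pan-neuronal (Celf3, Rtn1, Stmn2, Stmn3, Stmn4, Tagln3 and Tubb3, with 0.153 expected, Fisher adjusted p = 3.08e-09), 6 were synaptic (Chgb and Syt5 among them, Fisher adjusted p = 3.44e-08) and 4 encoded receptors (Adcyap1r1, Gria2, Htr3b and Sstr1, Fisher adjusted p = 6.05e-06). All of these genes were lower in RarαDN-expressing ENCDC at both ages. Bmp4 and Id4 put the BMP pathway list past the test in the same set (Fisher adjusted p = 0.0285), with Bmp4 higher and Id4 lower. The 13 genes higher at both ages were enriched for no list (Bmp4 alone, Fisher adjusted p = 0.527 for the BMP list). Among the 476 genes with opposite directions the cell cycle (7 genes, Fisher adjusted p = 0.00706), ENS progenitor (6 genes, 0.00725) and endothelial lists (3 genes, 0.0304) passed. The background was the 11644 genes tested at both ages, and each list counted its members in it. Fisher's test took genes as independent, which genes that vary together are not.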

Gene enrichment pathway analysis of the aforementioned 2 sets of genes showed many pathways related to neuron development (Supplemental Figure 7). 

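Stmn2, a stathmin that regulates microtubules in growing axons, had 74.7 ± 61.4 CPM in E11.5 control ENCDC (mean ± SD, n = 4) and 0.176 ± 0.221 CPM in RarαDN-expressing ENCDC (n = 4) (log2 fold change -8.76, SE 0.89, edgeR adjusted p = 0.000322). Control library 2 stood apart at 166.6 CPM against 39.8 to 48.9 CPM in the other controls, and the 4 RarαDN libraries held 0, 0.242, 0.460 and 0 CPM. Pax3, a transcription factor of migratory neural crest and melanoblasts, had 1.06 ± 1.02 CPM in control and 118 ± 29.1 CPM in RarαDN-expressing ENCDC (log2 fold change 6.74, SE 0.57, edgeR adjusted p = 0.000111). For Pax3, control library 4 stood apart at 2.57 CPM against 0.340 to 0.692 CPM in the other controls, and the RarαDN libraries held 83.8, 108, 153 and 126 CPM. For both genes every RarαDN library lay outside the range of the control libraries. The log2 fold change of Stmn2 was -7.94 without control library 2 and -9.45 without RarαDN library 3, and that of Pax3 was 7.68 without control library 4. At E13.5, Stmn2 fell from 849 ± 121 CPM (n = 4) to 277 ± 95.3 CPM (n = 3; log2 fold change -1.61, SE 0.23, edgeR adjusted p = 0.00824), a call lost without RarαDN library 1 (edgeR adjusted p = 0.0554). The difference between the ages was -7.09 on the log2 scale for Stmn2 (edgeR interaction adjusted p = 8.18e-05) and 9.81 for Pax3 (edgeR interaction adjusted p = 0.00668). The Pax3 difference is a fitted value. Pax3 had 2, 1, 0 and 0 counts in the E13.5 control libraries and 0 in each E13.5 RarαDN library, so no direction at E13.5 can be read from it.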

To validate RNA-seq data, we selected 2 differentially expressed genes of ENCDC at E11.5 (*Stmn2* and *Pax3*) and performed quantitative PCR (qPCR), which confirmed differences predicted by RNA-seq (Supplemental Figure 8). The RNA-seq data for *Ret* and *Phox2B* in E11.5 stomach also correlate well with our IHC for RET and PHOX2B protein (Figure 4, Figure 5, and Supplemental Figure 9).

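Ret, the GDNF co-receptor needed for ENS development, had 1167 ± 621 CPM in E11.5 control ENCDC (mean ± SD, n = 4) and 91.7 ± 113.8 CPM in RarαDN-expressing ENCDC (n = 4). The RarαDN libraries held 131, 235, 0.613 and 0.117 CPM of Ret, so the spread within the group was larger than its mean. The log2 fold change was -3.66 (SE 1.43), and Ret did not pass edgeR's test (adjusted p = 0.191). Without RarαDN library 2 the log2 fold change was -4.72. Every RarαDN library lay below every control library for Ret. Phox2a, a homeobox gene, did pass the test, with 9.87 ± 6.17 CPM in control and 0.167 ± 0.136 CPM in RarαDN-expressing ENCDC (log2 fold change -5.83, SE 0.99, edgeR adjusted p = 0.00683). With limma-voom, Ret passed (adjusted p = 0.0466).

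**Figure D3:**
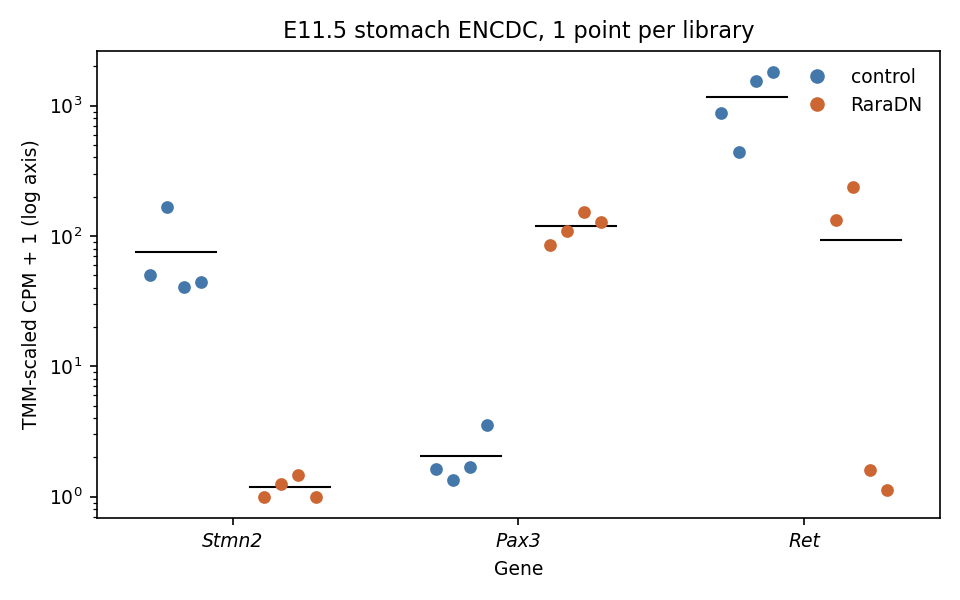
TMM-scaled CPM + 1 on a log axis for Stmn2, Pax3 and Ret in E11.5 stomach ENCDC, 1 point per library (4 control, 4 RarαDN-expressing), with a bar at each group's mean. RarαDN libraries 1 and 2 hold 131 and 235 CPM of Ret and libraries 3 and 4 hold 0.613 and 0.117 CPM.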

## Discussion

RA regulates activity of the RAR/RXR transcription factor family to alter gene expression and influence many aspects of development (33). Prior studies using constitutive KO mice, RAR antagonist, stem cells, or vitamin A depletion in mice and rats show critical roles for RA in the developing ENS (21–32). For example, loss of the RA biosynthetic enzyme RALDH2 causes extensive bowel aganglionosis in *Raldh2^–/–^* mice (29), while *Raldh1^–/–^* and *Raldh3^–/–^* mice have milder ENS defects (25). The *Raldh2^–/–^* phenotype probably occurs because RA is needed in vagal paraxial mesoderm starting at E9 in mice (or E1.5 in avians) to induce *Ret* expression in ENCDC as these cells migrate from neural tube to bowel (24). In contrast, when RAR signaling was blocked by the chemical pan-RAR antagonist BMS493 at E11.5 in organ culture (26) or at E12.5 in dissociated cell culture (27), RET expression in ENCDC appeared unaffected by RAR inhibition. Nonetheless, RAR inhibition at these later stages impaired ENCDC proliferation, bowel colonization, neurite growth, neuronal differentiation, and ENS patterning (23, 26, 27). Consistent with these observations, nutritional deficiency in the RA precursor vitamin A causes distal bowel aganglionosis in mice, mimicking human Hirschsprung disease (HSCR) (26), and gene variants in people with HSCR may alter RA signaling (45, 46). These studies suggest that RA signaling could impact ENS development in many ways, depending on the timing and severity of the RA signaling defect.

Prior strategies did not define the cell types influenced by RA signaling. To determine how cell-autonomous RAR signaling affects the ENS lineage, we used a potent CRE-inducible dominant-negative RAR transgene (RARaT403) that blocks all 3 RAR receptors (i.e., *RarαDN^LoxP/+^* mice) (47). By breeding to several different CRE-expressing mouse lines, we induced RARaT403 (RAR*α*DN) expression selectively within ENCDC at specific times during development. Our *RarαDN^LoxP/+^; Wnt1Cre^+^* studies show that cell-autonomous RAR signaling within ENCDC is required to activate *Ret* expression early in development, consistent with data from zebrafish (21) and avian models (24). RAR signaling is also needed to activate *Ret* in the ureteric bud, suggesting that similar cell-autonomous mechanisms may control *Ret* expression in the kidney and developing ENS (34, 48). In contrast, when CRE expression is driven by *Ret* regulatory elements, *RarαDN* induction did not lead to loss of RET protein in ENCDC, suggesting that RA is needed to turn on *Ret* but not to maintain *Ret* expression, consistent with our prior BMS493 data (26, 27). We were surprised to discover that PHOX2B protein was also undetectable in ENCDC of *RarαDN^LoxP/+^; Wnt1Cre^+^* mice. Loss of PHOX2B could, by itself, explain the loss of RET in *RarαDN^LoxP/+^; Wnt1Cre^+^* ENCDC (40), but we are unable to find evidence that PHOX2B regulates RET in the kidney, suggesting that *Ret* is regulated by RA via additional PHOX2B-independent mechanisms, as supported by prior studies (30, 45, 49).

There were many other interesting observations. First, the thick chains of enteric neurons seen in the distal bowel of *RarαDN^LoxP/+^;* TyrCre^+^ and *RarαDN^LoxP/+^; RETCreERT2-EYFP^Tandem^* mice closely resemble the colon ENS patterning defect we observed in BMS493-treated fetal gut organ cultures (26). This suggests that the normal dispersion of enteric neurons into small colon ganglia is RA dependent. Second, in fetal *RarαDN^LoxP/+^; SOX10Cre^+^* mice, we saw some clustered small bowel enteric neurons near extrinsic nerve fibers but far from the more proximal ENS cells. These clusters closely resemble Schwann cell–derived ENS described by Uesaka et al., but the ENCDC we observed were restricted to small regions of fetal bowel (10). Alternatively, these cells might originate from the “mesenteric neural crest cells” recently described by Yu et al. that they hypothesize contribute to human skip segment HSCR (8). Third, vagus nerves at E11.5 in *RarαDN^LoxP/+^; Wnt1Cre^+^* mice occupied a smaller area of the stomach compared with control animals. Since vagus nerve fibers were not TdTomato labeled in *Wnt1Cre; R26R-TdTomato* mice, this suggests reciprocal interactions between migrating *Wnt1Cre* lineage ENCDC and growing vagal fibers. Fourth, in addition to approximately 80% reduction in total neuron number in the ENS of *RarαDN^LoxP/+^; TyrCre^+^* mice, there was a striking increase in the percentage of enteric neurons that express NOS1 (nitric oxide synthase). We confirmed that these NOS1^+^ neurons had expressed CRE using an *R26R-TdTomato* reporter. This suggests that NOS1^+^ neuron differentiation is less dependent on RAR signaling than other neuron subtypes or that RAR turns off *Nos1* expression in some enteric neuron subtypes. Finally, we found an almost complete loss of submucosal neurons in *RarαDN^LoxP/+^; RETCreERT2-EYFP^Tandem^* mice treated with tamoxifen at E10.5, suggesting a critical role for RA signaling in radial migration of ENCDC to form submucosal plexus. The normal postnatal growth of these tamoxifen-treated *RarαDN^LoxP/+^; RETCreERT2-EYFP^Tandem^* mice and normal appearance of the adult bowel suggests that a loss of approximately 90% of submucosal neurons is well tolerated, at least in mice. This is interesting, in part, because we know little about mechanisms controlling radial migration of ENS precursors to the submucosal plexus, with prior studies implicating only GDNF and netrin/DCC signaling in this process (50, 51). These observations highlight the remarkable range of ENS abnormalities that may occur when RAR signaling is inadequate and are consistent with the observation that low serum vitamin A is associated with increased constipation in children with autism (52).

One concern is that we did not evaluate ENS biology in every possible control group, so we cannot exclude some effects of tamoxifen, *Cre* alleles, fluorescent reporters, or the *RarαDN^LoxP/+^* allele in isolation. For example, a recent study clearly shows that *Wnt1Cre^+^; R26R-TdTomato^+^* increases the severity of the *Ednrb^–/–^* ENS phenotype (8). We also were underpowered to examine the effect of sex on ENS phenotypes, an issue that could be important for some of the milder phenotypes we examined.

One advantage of our strategy is that CRE-dependent expression of RAR*α*DN and a fluorescent reporter in the same cells facilitated flow sorting and RNA-seq to identify RAR targets. Our analyses identified thousands of differentially expressed genes in RAR*α*DN-expressing versus control ENCDC at E11.5 and E13.5 with 115 genes regulated in the same way by RAR*α*DN at each age. Interpreting these data is complicated, since RAR*α*DN induces changes in cell type ratios, in addition to changes in gene expression in individual cells. Furthermore, it is not clear if the induced changes occur because of direct effects on RAREs or if they reflect more global effects on the differentiation state of the sequenced cells. For example, loss of PHOX2B in E11.5 ENCDC should change the expression of many genes, independent of effects on RAR activity.

As one strategy to further define the role of RAR signaling, we narrowed our lists to include only differentially expressed genes (FDR < 0.2) where expression changed in the same direction at E11.5 and E13.5 for RAR*α*DN^+^ cells (Supplemental Tables 4 and 5). At E11.5, there were 55 genes expressed at higher levels in WT ENCDC than in RAR*α*DN^+^ ENCDC. 

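33 genes had an edgeR adjusted p under 0.05 at E11.5, under 0.2 at E13.5 and were lower in RarαDN-expressing ENCDC at both ages. Adcyap1r1, the receptor for the neuropeptide PACAP, had 17.7 ± 6.65 CPM in E11.5 control ENCDC (mean ± SD, n = 4) and no count in RarαDN-expressing ENCDC (n = 4), at least 224-fold lower against 3 counts over the group (edgeR adjusted p = 0.000903). Stmn3, another stathmin of neurons, had 48.0 ± 45.1 CPM in control and 3 counts over the RarαDN libraries, a ratio of 609.7 whose 95% counting interval runs from 199.5 to 2835 (edgeR adjusted p = 0.000406). The ratio was 312.1 without control library 2 and 939.8 without RarαDN library 2. Chgb, a secretory granule protein, had no count in RarαDN-expressing ENCDC and was at least 137-fold lower (67.8-fold without control library 2; edgeR adjusted p = 0.00800), and Bcmo1, the carotene oxygenase that makes retinal, had none either and was at least 27.2-fold lower (edgeR adjusted p = 0.0213). Chgb and Bcmo1 were named after their values were seen.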

Thirty-five of these genes had easily identified functions in neurons. Thirteen genes at E11.5 were more abundant in RAR*α*DN^+^ ENCDC than in WT ENCDC. This list included *Rest*, an epigenetic master negative regulator of neurogenesis (53, 54), and *Bmp4*, a gene with complex roles in ENS patterning (55–62). 

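With an edgeR adjusted p under 0.05 at E11.5 and under 0.2 at E13.5, 5 genes were higher in RarαDN-expressing ENCDC at both ages, named after their values were seen. They were Pfkl, the liver phosphofructokinase (E11.5 log2 fold change 0.90), Rrbp1, a ribosome-binding protein of the endoplasmic reticulum (1.14), Kctd12, a subunit of GABA-B receptors (2.78), Plcg2, a phospholipase C (2.96), and Hdgf (0.86). Kctd12 had 17.2 ± 6.55 CPM in control ENCDC and 118 ± 81.4 CPM in RarαDN-expressing ENCDC (mean ± SD, n = 4 each, edgeR adjusted p = 0.0111), and Plcg2 had 8.45 ± 3.01 and 65.9 ± 48.7 CPM (edgeR adjusted p = 0.0144). At E13.5 their edgeR adjusted p ranged from 0.0476 for Plcg2 to 0.173 for Hdgf.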

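Rest, a repressor of neuronal genes, had 57.8 ± 9.45 CPM in E11.5 control ENCDC (mean ± SD, n = 4) and 109.7 ± 36.3 CPM in RarαDN-expressing ENCDC (n = 4), a log2 fold change of 0.92 (SE 0.29, edgeR adjusted p = 0.0908). Bmp4, a secreted BMP ligand, had 0.665 ± 0.515 and 6.08 ± 2.56 CPM (log2 fold change 3.18, SE 0.85, edgeR adjusted p = 0.0539). Without control library 3 the log2 fold change of Bmp4 was 3.79. Neither passed an adjusted p of 0.05 at E11.5, and both passed 0.2. Of 24 BMP pathway genes at E11.5, 6 rose and 2 fell (10 and 3 when adjusted over the list alone). Fst, a secreted antagonist of activin and BMP, rose from 0.415 ± 0.314 to 33.0 ± 14.6 CPM (log2 fold change 6.24, SE 0.77, edgeR adjusted p = 0.000967), and Smad6, an inhibitory Smad, rose (log2 fold change 3.08, edgeR adjusted p = 0.00426). The list lay higher than other genes by camera (adjusted p = 0.00391, and adjusted p = 0.103 with an estimated correlation). At E13.5, 1 of 17 BMP genes rose and 1 fell (2 and 1 when adjusted over the list alone, camera adjusted p = 0.200). Bmp4 had no count in control ENCDC and 4.30 ± 2.22 CPM in RarαDN-expressing ENCDC (n = 3), at least 46.3-fold higher against 3 counts over the group (edgeR adjusted p = 0.0315). This E13.5 call was lost without control library 3 and without each RarαDN library (edgeR adjusted p = 0.0542, 0.159, 0.135 and 0.0935). Without E11.5 RarαDN library 1, Rest and Bmp4 passed at E11.5 (edgeR adjusted p = 0.00694 and 0.0256).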

At E13.5, our list included 44 genes more abundant in WT than in RAR*α*DN^+^ cells. 

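27 genes had an edgeR adjusted p under 0.05 at E13.5, under 0.2 at E11.5 and were lower in RarαDN-expressing ENCDC at both ages. Tagln3, a neuronal calponin-family protein, had 431 ± 41.7 CPM in E13.5 control ENCDC (mean ± SD, n = 4) and 179 ± 52.6 CPM in RarαDN-expressing ENCDC (n = 3; log2 fold change -1.26, SE 0.21, edgeR adjusted p = 0.00886). Syt5, a synaptotagmin of dense core vesicles, had 27.3 ± 5.24 and 5.78 ± 0.682 CPM (log2 fold change -2.24, SE 0.37, edgeR adjusted p = 0.00929), and Phox2a had a log2 fold change of -2.01 (edgeR adjusted p = 0.0162). Htr3b (log2 fold change -2.54, edgeR adjusted p = 0.0199) and Sstr1, a somatostatin receptor (log2 fold change -2.38, edgeR adjusted p = 0.0234), were lower too. Id4, an inhibitor of basic helix-loop-helix factors, had 327 ± 32.4 and 136 ± 21.9 CPM (log2 fold change -1.26, SE 0.16, edgeR adjusted p = 0.00596). Meg3, an imprinted long noncoding RNA named after its value was seen, was in the set (log2 fold change -1.67, edgeR adjusted p = 0.0429). These E13.5 values stand beside more detected genes at equal depth in the RarαDN libraries than in the controls. Without RarαDN library 1 the calls of Tagln3 (edgeR adjusted p = 0.0594), Syt5 (0.0665), Phox2a (0.0968), Htr3b (0.0822) and Sstr1 (0.122) were lost. Without RarαDN library 2 those of Syt5 (0.0542), Phox2a (0.0708), Htr3b (0.0579) and Sstr1 (0.106) were lost, without RarαDN library 3 those of Phox2a (0.0539) and Sstr1 (0.0554), and without control library 3 that of Sstr1 (0.0665).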

Twenty-nine of these genes had easily identified roles in neurons. 

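Rest, which represses neuronal genes outside neurons, had 23.8 ± 10.9 CPM in E13.5 control ENCDC (mean ± SD, n = 4) and 59.7 ± 3.86 CPM in RarαDN-expressing ENCDC (n = 3; log2 fold change 1.33, SE 0.33, edgeR adjusted p = 0.0372). Sox10, a transcription factor of ENS progenitors and glia, had 59.0 ± 25.5 and 151 ± 101 CPM, a log2 fold change of 1.36 that did not pass (SE 0.44, edgeR adjusted p = 0.0857). RarαDN library 3 carried much of it, and without that library the log2 fold change was 0.66. Ets1, a transcription factor of neural crest, rose from 60.4 ± 7.82 to 124 ± 31.7 CPM (log2 fold change 1.04, SE 0.21, edgeR adjusted p = 0.0183). Cdh6, a cadherin of migrating neural crest, rose as well (log2 fold change 1.32, edgeR adjusted p = 0.00865), and Sox9, another SoxE gene of crest and glia, fell from 17.8 ± 3.47 to 1.53 ± 1.23 CPM (log2 fold change -3.49, edgeR adjusted p = 0.0213). The Rest call was lost without control library 1, 2 or 3 or any RarαDN library (edgeR adjusted p from 0.0550 to 0.138), and it held in 15 of 23 settings, over which the adjusted p ranged from 0.00417 to 0.206. The Ets1 call was lost without control library 3 or any RarαDN library (edgeR adjusted p from 0.0519 to 0.0938), and it held in 16 of 23 settings, over which the adjusted p ranged from 0.000438 to 0.128. The Cdh6 call was lost without RarαDN library 1 or 2 (edgeR adjusted p = 0.0594 and 0.0519), and the Sox9 call without control library 3 or any RarαDN library (edgeR adjusted p from 0.0521 to 0.0828).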

Genes more abundant in RAR*α*DN^+^ than in WT cells at E13.5 included *Rest*, *Sox10*, and *Ets1*, consistent with a role for RAR in ENS neurogenesis. The SOX10 transcription factor is essential for ENS development (63), at least in part because SOX10 activates RET expression (64, 65). However, as multipotent ENCDC differentiate into enteric neurons, SOX10 expression is lost, while enteric glia continue to express SOX10 through adulthood (3). ETS1 enhances *Sox10* expression and is essential to make radial glia in *Xenopus* (66). Consistent with these mRNA findings, SOX10^+^ cells were abundant in myenteric and submucosal plexus of adult *RarαDN*-expressing mice, even though *RarαDN^LoxP/+^; RETCreERT2-EYFP^Tandem^* had an approximately 90% reduction in submucosal neurons and the enteric glia are derived from RET^+^ ENCDC (67). In addition, many Wnt ligands (Wnt1, Wnt2, Wnt4, and Wnt10a) were highly differentially expressed in E11.5 ENCDC of *RarαDN^LoxP/+^; Wnt1Cre^+^* versus control. 

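Wnt1, which the dorsal neural tube and early neural crest express, had no count in E11.5 control ENCDC and 9.49 ± 6.18 CPM in RarαDN-expressing ENCDC (mean ± SD, n = 4 each), at least 125-fold higher against 3 counts over the group (edgeR adjusted p = 0.00599). The Wnt1Cre driver is built on the Wnt1 promoter, and whether its transcript is counted under Wnt1 is not given in the sources used here. Control ENCDC carried the same driver. Wnt4 had 0.758 ± 0.484 CPM in control and 6.27 ± 7.30 CPM in RarαDN-expressing ENCDC, and did not pass (log2 fold change 3.03, SE 1.12, edgeR adjusted p = 0.159). Its RarαDN libraries held 39, 3, 28 and 144 counts, and the log2 fold change was 1.83 without RarαDN library 4, 3.62 without control library 2 and 3.43 without RarαDN library 2, where it passed (edgeR adjusted p = 0.0431). Wnt2 and Wnt10a had too few counts for edgeR's expression filter. Wnt2 had 0 counts in each control library and 0, 0, 11 and 142 counts in the RarαDN libraries, and Wnt10a had 14, 24, 4 and 5 counts in the control libraries and 0 in each RarαDN library. With DESeq2, both passed (adjusted p = 0.0154 for Wnt2 and 0.0266 for Wnt10a). Of 5 Wnt ligand genes tested, Wnt1 rose and 4 did not pass, over the list alone too (camera adjusted p = 0.0495, and adjusted p = 0.255 with an estimated correlation). Of 29 Wnt receptor and feedback genes, 6 rose and 1 fell (8 and 1 when adjusted over the list alone), including Nkd2, a feedback inhibitor, from 81.4 ± 19.6 to 336 ± 68.1 CPM (log2 fold change 2.04, SE 0.24, edgeR adjusted p = 0.000682), and Lef1, a transcription factor of the pathway (log2 fold change 1.81, edgeR adjusted p = 0.00501). The list passed camera (adjusted p = 0.0149, and adjusted p = 0.489 with an estimated correlation). At E13.5, Wnt11 fell of 3 ligand genes and none rose, over the list alone too (camera adjusted p = 0.366, with a median log2 fold change of 0.42 and a mean of -1.66), and 2 of 29 receptor and feedback genes rose, as when adjusted over the list alone (camera adjusted p = 0.0836). Without control library 2, the E11.5 receptor list lost its call (camera adjusted p = 0.113), as it did with fry (adjusted p = 0.201). The ligand list lost its call without control library 2, 3 or 4 or RarαDN library 3 or 4 (camera adjusted p from 0.0606 to 0.106). At E13.5 the receptor list passed without RarαDN library 2 (camera adjusted p = 0.0466), and the Wnt11 call was lost without RarαDN library 1 or 2 (edgeR adjusted p = 0.0843 and 0.0712).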

Since Wnt signaling plays important roles in many aspects of neural development (68–70), RAR might alter Wnt signaling to regulate ENCDC development. Collectively, these data suggest that cell-autonomous RAR signaling directs neurogenesis in the ENS from multipotent ENCDC and that cell-autonomous RAR signaling has distinct effects at many stages of ENS development. 

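The effect of RarαDN was compared between the ages in 1 fit of all 15 libraries. Of 13412 genes tested, 1950 had an effect that differed between E11.5 stomach and E13.5 colon ENCDC (edgeR adjusted p under 0.05), 966 with the higher effect at E11.5 and 984 with the lower, and in 1794 of them the fold changes had opposite signs. Of the 1950, 109 were called at both ages with opposite signs, 602 at E11.5 only and 460 at E13.5 only. Chrna3 fell at E11.5 and had a log2 fold change of 0.34 at E13.5 in that fit (difference -10.54, SE 0.57, edgeR adjusted p = 1.76e-08). Cdkn1c differed the other way (edgeR adjusted p = 5.96e-06), and Rest, Sox10 and Ets1 did not pass (edgeR adjusted p = 0.647, 0.669 and 0.508). By camera on the difference, receptor and channel genes lay lower at E11.5 (median difference -4.86) and melanoblast genes higher (median difference 5.91), and both calls held with an estimated correlation (adjusted p = 0.0140 and 0.00896). The pan-neuronal and synaptic lists had median differences of -2.06 and -2.56, with adjusted p = 0.179 and 0.179 with an estimated correlation. The count of 1950 was 1196 or 1259 without E13.5 RarαDN library 1 or 2, and 1184 once the trend with transcript length was removed, the last a choice made after seeing the data. From its RNA-seq and imaging data together, the paper proposes that cell-autonomous RAR signaling directs the making of neurons from multipotent ENCDC, with effects that depend on developmental stage.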

Our observations further suggest that maternal retinoid status during pregnancy and postnatal vitamin A deficiency or excess could have long-term effects on ENS structure and function. This may be important because vitamin A deficiency is a common problem in many regions of the world (71).

## Methods

### Mouse strains.

*RarαDN^Loxp–STOP–LoxP/+^* (previously described in ref. 34) were rederived from sperm into C57BL/6J background by the CHOP transgenic core. *H2az2(Tg[Wnt1cre]11Rth)* (Research Resource Identifiers [RRID]: 2386570_JAX:003829; referred to as *Wnt1Cre*), *TyrCre* (RRID: MGI:358524_JAX:029788), *SOX10Cre* (MGI:3586900_JAX:025807), *Rosa26^EYFP^* (*Gt[ROSA]26Sortm1[EYFP]Cos,* MGI: 2449038, RRID:IMSR_EM:09668), and *Gt(ROSA)26Sortm9(CAGtdTomato)Hze* (RRID:IMSR_JAX:007909; referred to as *R26R-TdTomato*) were from The Jackson Laboratory and maintained in C57BL/6J background. *RETCreERT2-EYFP^Tandem^* mice, a gift from Wenqin Luo (University of Pennsylvania), were generated by breeding *RETCreERT2* (RRID: MGI:4437245) to mice with *ChR2-Lox-Stop-Lox-EYFP* in the *Rosa26* locus (72). Mouse *Ret* and *Rosa26* loci are close together (about 5 million bp), but *RETCreERT2-EYFP^Tandem^* recombined so that they are on the same chromosome. *Ret^TGM/TGM^* (*Ret^–/–^* allele *Ret^tm1Jmi^*) on C57BL/6J were previously described (73). A complete list of mouse strains appears in Supplemental Table 6, Genotyping was performed using previously published and potentially novel primers (Supplemental Table 7).

### Mouse husbandry.

Mice had a 12-hour light-dark cycle with free access to food and water. Additional details based on ARRIVE guidelines (74) are in Supplemental Table 8. For timed pregnant mating, *RarαDN* female mice were bred with *Cre*-expressing male mice in the late afternoon. Successful mating was confirmed by vaginal plug the next morning, which was designated E0.5.

### EdU incorporation assay.

EdU analyses were performed using a Click-iT EdU imaging kit (Thermo Fisher Scientific, C10337). Timed pregnant animals (E12.5) were injected (i.p.) with EdU (12.5 μg/gm body weight). Tissues were dissected 4 hours after EdU and fixed (4% paraformaldehyde [PFA], 30 minutes at room temperature) before staining, using manufacturer’s protocol.

### Whole mouse embryo imaging using 3DISCO clearing.

3DISCO imaging was performed as described (38) with modification. Briefly, E10.5 embryos from timed-pregnant females were washed in PBS (pH 7.4), fixed (4% PFA, 1 hour, room temperature), and then incubated in SOX10 (1:200, Novus Biologicals, AF2864) and TuJ1 (1:2000 dilution, Covance, PRB-435P, RRID:AB_2313773) antibodies in 1× PBS with 0.5% triton X-100 (PBST) and 5% normal donkey serum (NDS) (4°C, constant rocking, 72 hours). After washing 4 times (PBS, room temperature, 15 minutes per wash), embryos were incubated in secondary antibodies and Hoechst 33342 for nuclear staining (2 μg/mL, Invitrogen, catalog H3570) in PBST with 5% NDS (4°C, overnight) and then washed 4 times (PBS, room temperature, 15 minutes per wash) and subjected to 3DISCO clearing using a series of tetrahydrofuran (MilliporeSigma, 401757) incubations (room temperature, 50%, 70%, and then 80% in double-distilled water, 60 minutes each, with rocking), followed by incubation in 100% tetrahydrofuran (3 × 20 minutes, room temperature, rocking). Embryos were then incubated overnight in dibenzyl either (MilliporeSigma, 108014-1KG) at room temperature and mounted in dibenzyl ether before confocal imaging.

### IHC.

For whole-mount staining, fetal bowel was fixed as a tube. Adult bowels were opening along mesentery and pinned flat to Sylgard before fixation. Bowels were fixed with 4% PFA (40 minutes, room temperature, rocking), washed (4 × 10 minutes, PBS, room temperature), blocked (5% NDS in PBST, room temperature, 1 hour), and then incubated overnight (4°C) with primary antibodies in 5% NDS in PBST. Secondary antibody staining, unless otherwise specified, was done by incubating samples in a 1:400 dilution of the appropriate antibody (1 hour, 25°C). All the primary and secondary antibodies are listed in Supplemental Table 9.

### RNA-seq analyses.

E11.5 stomach ENCDC were isolated from *RarαDN^LoxP/+^; Wnt1Cre^+^; R26R-TdTomato* and *Wnt1Cre^+^; R26R-TdTomato* (control) mice. E13.5 colon ENCDC were isolated from *RarαDN^LoxP/+^;* *RETCreERT2-EYFP^Tandem^* or *RETCreERT2-EYFP^Tandem^* (control) mice after treatment with tamoxifen (oral gavage, 233 mg/kg body weight dissolved in corn oil) at E10.5. Individual E11.5 stomach and E13.5 colon were incubated with collagenase (MilliporeSigma, C0130, 0.2 mg/mL) and dispase (MilliporeSigma, 494207800, 0.2 mg/mL) in Ham’s F12 media (Thermo Fisher Scientific, 11765054) with 1% BSA (37^o^C, 5% CO_2_ incubator, 20 minutes) and then triturated by pipetting up and down 15 times using a P1000 pipette tip before passing through a 30 μm strainer (Corning, 352340). Cells with TdTomato or EYFP fluorescence were purified by flow sorting (MoFlo Astrios high speed cell sorter, 100 μm nozzle), pelleted by centrifugation (500*g*, 4°C, 5 minutes), washed once with PBS, and frozen immediately at –80°C until analysis. RNA isolation, library preparation, and RNA-seq analysis were performed by University of Pennsylvania Next-Generation Sequencing Core. RNA extracted using the GenElute Single Cell RNA Purification Kit (MilliporeSigma, RNB300) was analyzed on a 2100 Agilent Bioanalyzer using an RNA 6000 Pico Kit (Agilent, 5067-1513). The libraries were made using the combination of the Clontech (now Takara), SMART (cDNA synthesis and amplification), and Illumina Nextera XT (cDNA to library) kits. Libraries were then single-end sequenced on an Illumina HiSeq 4000, using Sequencer Software Real-Time Analysis (RTA) 2.7.7 and Illumina HiSeq Control Software (HCS) HD 3.4.0.38. Reads were aligned to remove repeat sequences and ribosomal RNA reads and then processed using RNA-seq unified mapper (RUM) package (75). RUM files were visualized in the TessLA browser for down-stream analyses. MDS analysis, volcano plot, and heatmaps were made on R 4.0.2 platform using limma, edgeR, Glimma, gplots, org.Mm.eg.db, and RColorBrewer. We used ggrepel, ggplot2, and reshape to generate Volcano plots, and we used tidyr, gplots, and ggplot2 to generate heatmaps. Gene expression pathway analyses were performed using Ingenuity Pathway Analysis (IPA) package (Qiagen) and Metascape Gene Annotation & Analysis Resource (76). A Venn diagram was generated using the Draw Venn Diagram software of Bioinformatics & Evolutionary Genomics, VIB/UGent, Belgium. The RNA-seq raw data have been deposited in the GEO NIH data repository under the accession no. GSE165344.

### Real time PCR.

E11.5 stomach ENCDC of *RarαDN^LoxP/+^; Wnt1Cre^+^; R26R-TdTomato* and *Wnt1Cre^+^; R26R-TdTomato* (control) mice were isolated via the same protocol as for RNA-seq analysis. RNA was purified using PicoPure RNA isolation kit (Arcturus, KIT0202). cDNA was made by using First-strand cDNA synthesis using superscript II RT kit (Invitrogen, 18064-022) with Oligo(dT)12-18 primer (Invitrogen, 18418012). Quantitative PCR (qPCR) was performed using SYBR Green qPCR mixture (MilliporeSigma, S4438). All primers have been previously described and listed in Supplemental Table 10. Ct values were normalized to *Gapdh* mRNA.

### Confocal microscopy.

High-resolution 3-dimensional images were acquired with a Zeiss LSM 710 confocal microscope using Zeiss ZEN 2.3 SP1 FP3 (black) (Version 14.0.18.201; Zeiss) software and a 20×/0.8 air or 63×/1.4 oil DIC M27 Plan-Apochromat objective, except for whole bowel E12.5 and E13.5 imaging, which employed a 5× objective and the ZEN Tile Scan function. Image stitching employed ZEN software. *Z*-stacks were created with ImageJ/FIJI. Increments between each slice were 1 μm, except for scanning the whole E10.5 embryo, where increments between slices were 3 μm. Videos of *Z*-stacks were created with the animation function of Imaris 9.02.

### Image analysis.

Early embryonic, perinatal, and adult mouse bowel cell counting used > 5 randomly selected ×20 fields per animal in each region and FIJI CellCounter module (NIH). Investigators were blinded to genotype when comparing *RarαDN* mutant and control mice.

### Statistics.

All experiments include at least 3 replicates. Statistical analyses employed GraphPad Prism 7 software. Data normality analyses employed the Shapiro-Wilk test. Comparisons between groups used 2-tailed unpaired Student’s *t* tests. *P* < 0.05 is considered statistically significant. Data show mean ± SEM.

### Study approval.

Mouse studies were performed with approval from the Institutional Use and Care Committee at The Children’s Hospital of Philadelphia (CHOP) Research Institute (IAC 19-001041) and the Animal Studies Committee of Washington University School of Medicine in St. Louis (no. 20120130).

## Author contributions

TG and ROH led this study and wrote the manuscript. TG, ECWJ, RS, JBA, and ROH designed research studies, conducted experiments, acquired data, analyzed data, and edited the manuscript.

## Supplementary Material

Supplemental data

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

Supplemental Table 4

Supplemental Table 5

Supplemental Table 6

Supplemental Table 7

Supplemental Table 8

Supplemental Table 9

Supplemental Table 10

Supplemental Video 1

Supplemental Video 2

## Figures and Tables

**Figure 1:**
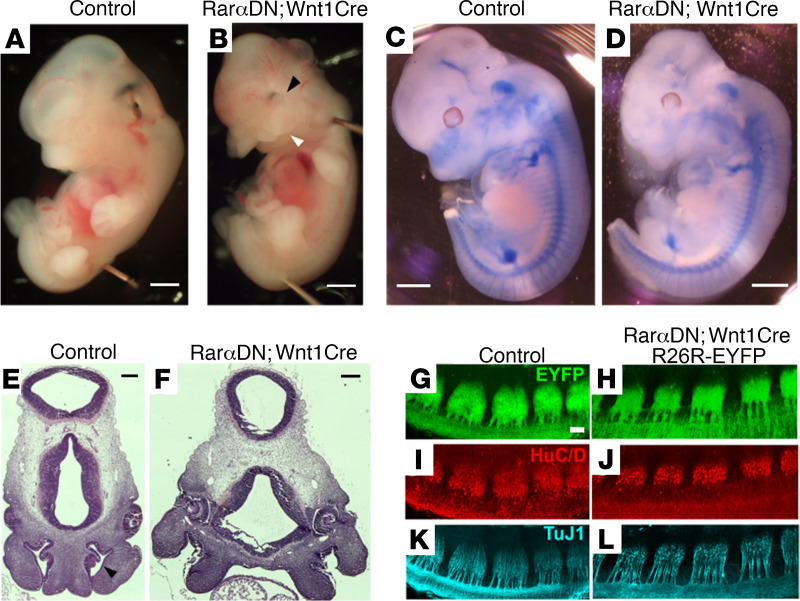
*RarαDN^LoxP/+^; Wnt1Cre^+^* mice have abnormal craniofacial development. (**A** and **B**) E12.5 *RarαDN^LoxP/+;^ Wnt1Cre^+^* (*RarαDN; Wnt1Cre*) mice have obvious craniofacial defects with inset eyes (black arrowhead) and midline facial cleft (white arrowhead). Scale bar: 1 mm. *n =* 3 control, *n =* 3 *RarαDN^LoxP/+^; Wnt1Cre^+^*. (**C** and **D**) E12.5 Alcian blue staining shows markedly reduced cartilage in neural crest–derived structures of the face. Scale bar: 1mm. *n =* 3 control, *n =* 3 *RarαDN^LoxP/+^; Wnt1Cre^+^*. (**E** and **F**) Representative images of H&E-stained coronal sections of *RarαDN^LoxP/+^; Wnt1Cre^+^* mice show inset eyes and cleft nasal passages compared with control (*Wnt1Cre^+^*) at E12.5. Arrowhead indicates nasal cavity. Scale bar: 200 μm. *n =* 3 control, *n =* 3 *RarαDN^LoxP/+^; Wnt1Cre^+^*. (**G**–**J**) Dorsal root ganglia appear fairly normal at E11.5 in *RarαDN^LoxP/+^; Wnt1Cre^+^; R26R-EYFP^+^* mice based on EYFP (**G** and **H**), HuC/D^+^ neuron (**I** and **J**), and TuJ1^+^ neurite imaging (**K** and **L**). Scale bar: 100 μm. *n =* 3 control, *n =* 3 *RarαDN^LoxP/+^; Wnt1Cre^+^*.

**Figure 2:**
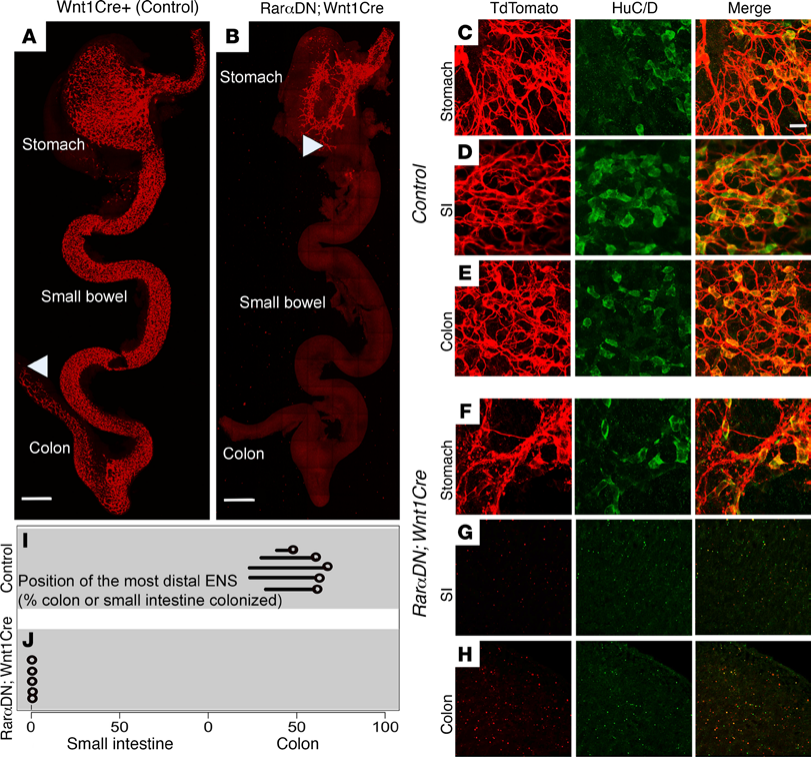
Cell-autonomous RAR signaling is required for ENS precursor colonization of fetal small bowel and colon. (**A** and **B**) Representative images of bowel colonization by TuJ1^+^ enteric neurons (red) at E12.5. (**A**) *Wnt1Cre^+^* controls have TuJ1^+^ cells throughout the bowel from esophagus to midcolon. (**B**) *RarαDN^LoxP/+^; Wnt1Cre^+^* mice only have TuJ1^+^ cells present in the esophagus and stomach. A white arrowhead shows the position of the most distal TuJ1^+^ cell or neurite in each image. Scale bars: 500 μm. (**C**–**H**) Representative E12.5 images of stomach, small intestine (SI), and colon show cells stained with TdTomato^+^ (red) and HuC/D (green) throughout the bowel in control (**C**–**E**), whereas TdTomato^+^- and HuC/D-stained cells are absent in SI and colon of *RarαDN^LoxP/+^; Wnt1Cre^+^* mice (**F**–**H**). (**C**–**H**) Scale bar: 150 μm. (**I** and **J**) Circles show the position of the most distal TdTomato^+^ ENS cell in control or *RarαDN^LoxP/+^; Wnt1Cre^+^* mice at E12.5. The line attached to each circle indicates a hypoganglionic zone in controls. *n =* 5 controls, *n =* 5 *RarαDN^LoxP/+^; Wnt1Cre^+^*.

**Figure 3:**
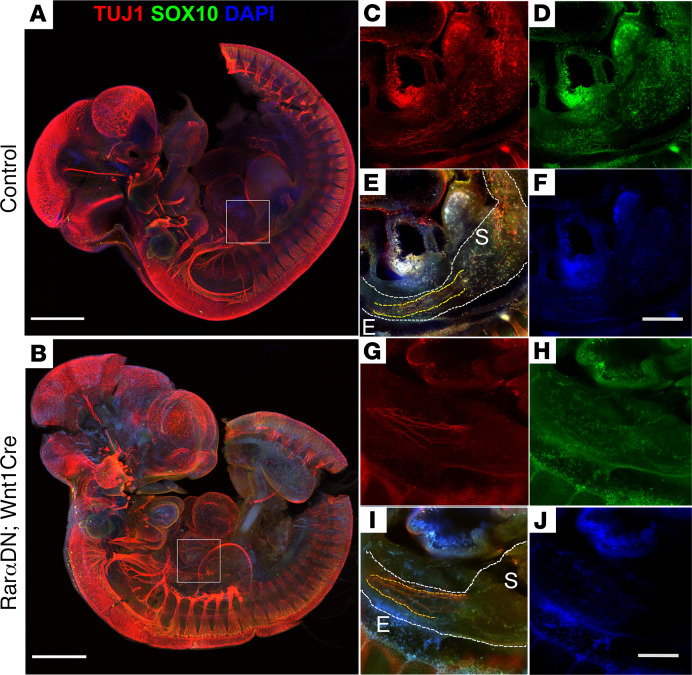
Blocking RAR signaling impairs ENCDC migration and differentiation at E10.5. (A and B) Whole embryo imaging showing E10.5 *RarαDN^LoxP/+^* (control) (A) or E10.5 *RarαDN^LoxP/+^; Wnt1Cre^+^* (B) mice stained with TUJ1 (red) and SOX10 (green) antibodies plus DAPI (blue). Scale bar: 500 μm. (**C**–**J**) Zoomed-in images of selected slices from the *Z*-stack of the whole embryos show esophagus and stomach from control (**C**–**F**) or *RarαDN^LoxP/+^; Wnt1Cre^+^* (**G**–**J**) mice. Scale bar: 100 μm. In control embryos, there are readily visible SOX10^+^TUJ1^+^ cells in both esophagus and stomach area (**C**–**F**). In contrast, there are almost no SOX10^+^ cells in the mutant stomach, even though SOX10^+^ cells were observed in the esophagus (**G**–**J**). (**E** and **I**) White dotted lines outline of esophagus and stomach. Yellow dotted lines highlight the region with extrinsic vagal nerve fibers. E, esophagus; S, stomach. These are representative images from *n =* 3 *RarαDN^LoxP/+^* (control), *n =* 3 *RarαDN^LoxP/+^; Wnt1Cre^+^*.

**Figure 4:**
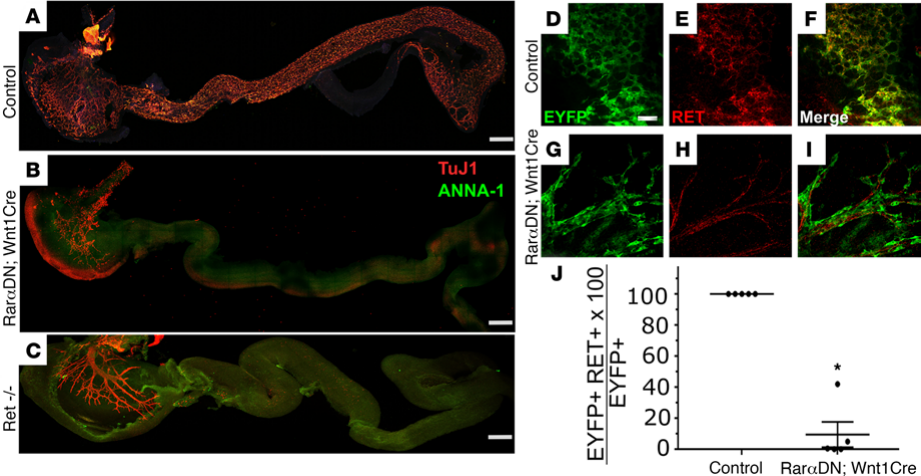
RAR signaling in ENCDC is required for Ret expression. (**A**–**C**) Whole-mount TuJ1 and HuC/D antibody staining of E12.5 bowel from control, *RarαDN^LoxP/+^; Wnt1Cre^+^*, *and Ret^–/–^* mice. Note that there are no ENCDC beyond stomach in *RarαDN^LoxP/+^; Wnt1Cre^+^* (**B**) or *Ret^–/–^* mice (**C**). Scale bar: 1000 μm. (**D**–**I**) IHC of E12.5 control (*Wnt1Cre^+^; Rosa26^EYFP^*) (**D**, **E**, and **F**) or *RarαDN^LoxP/+^; Wnt1Cre^+^; Rosa26^EYFP^* (**G**, **H**, and **I**) stomach using EYFP and RET antibodies. Scale bar: 50 μm. (**J**) Percentage ratio of EYFP^+^ ENCDC that are RET immunoreactive. *Wnt1Cre^+^; Rosa26^EYFP^* (*n =* 5 mice, 2100 cells), *RarαDN^LoxP/+^; Wnt1Cre^+^; Rosa26^EYFP^* (*n =* 5 mice, 1994 cells, *P =* 0.0002, 2-tailed unpaired Student’s *t* test).

**Figure 5:**
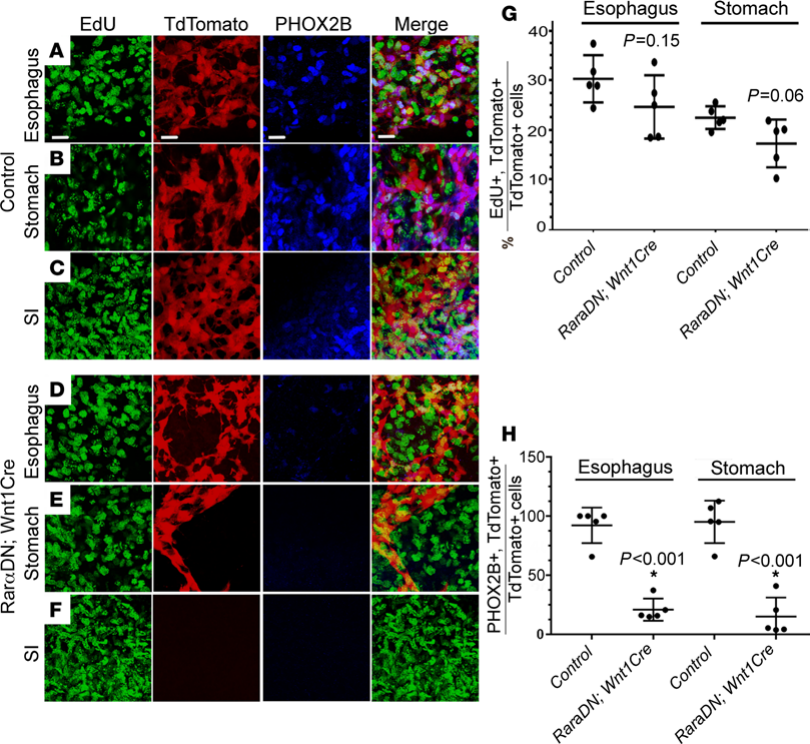
RAR signaling in ENCDC is required for PHOX2B expression. (**A**–**F**) *Wnt1Cre^+^; R26R-TdTomato* (control) and *RarαDN^LoxP/+^*; *Wnt1Cre^+^*; *R26R-TdTomato* E12.5 bowel whole-mount showing EdU and PHOX2B IHC, as well as TdTomato fluorescence in esophagus (**A** and **D**), stomach (**B** and **E**), and small intestines (**C** and **F**). (**G**) Cell proliferation rate (EdU^+^TdTomato^+^/TdTomato^+^ × 100) (*n =* 5 mice, 718 cells) was similar in *Wnt1Cre^+^; R26R-TdTomato* (control) and *RarαDN^LoxP/+^; Wnt1Cre^+^* mice*; R26R-TdTomato* (*n =* 5 mice, 643 cells). (**H**) Quantitative analysis of PHOX2B expression in ENCDC (PHOX2B^+^TdTomato^+^/TdTomato^+^ × 100) showed few mutant ENCDC are PHOX2B^+^. *Wnt1Cre^+^; R26R-TdTomato* (control) (*n =* 5 mice, 718 cells) and *RarαDN^LoxP/+^; Wnt1Cre^+^; R26R-TdTomato* (*n =* 5 mice, 643 cells). Scale bar: 20 μm. Two-tailed unpaired Student’s *t* tests were used for statistics.

**Figure 6:**
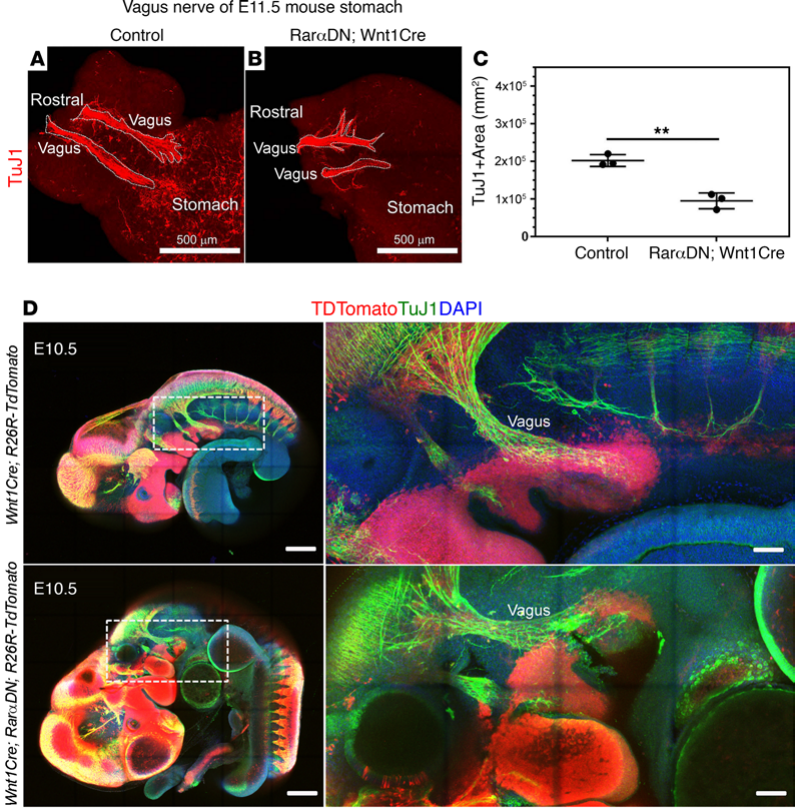
Vagal nerve fibers occupy a smaller area in E11.5 stomach of *RarαDN^LoxP/+^; Wnt1Cre^+^* mice than in controls. (**A** and **B**) TuJ1 antibody–stained E11.5 stomach of *RarαDN^LoxP/+^* (control) (**A**) or *RarαDN^LoxP/+^; Wnt1Cre^+^* (**B**) mice. Scale bar: 500 μm. (**C**) Quantification of TuJ1^+^ stained vagal fiber area. **P < 0.01 by 2 tailed unpaired Student’s *t* tests. (**D**) Whole embryo imaging of E10.5 *Wnt1Cre^+^; R26R-TdTomato^+^* and *RarαDN^LoxP/+^; Wnt1Cre^+^; R26R-TdTomato^+^*. Scale bars: 500 μm (left) and 200 μm (right, enlarged). Note that TuJ1^+^ vagal nerve fibers are not TdTomato^+^. Box shows region of the magnified image. *n =* 3, *Wnt1Cre^+^; R26R-TdTomato^+^*. *n =* 3, *RarαDN^LoxP/+^; Wnt1Cre^+^; R26R-TdTomato^+^*. Supplemental Video 1 and Supplemental Video 2 show 3-dimensional *Z*-stacks from embryos in **D**.

**Figure 7:**
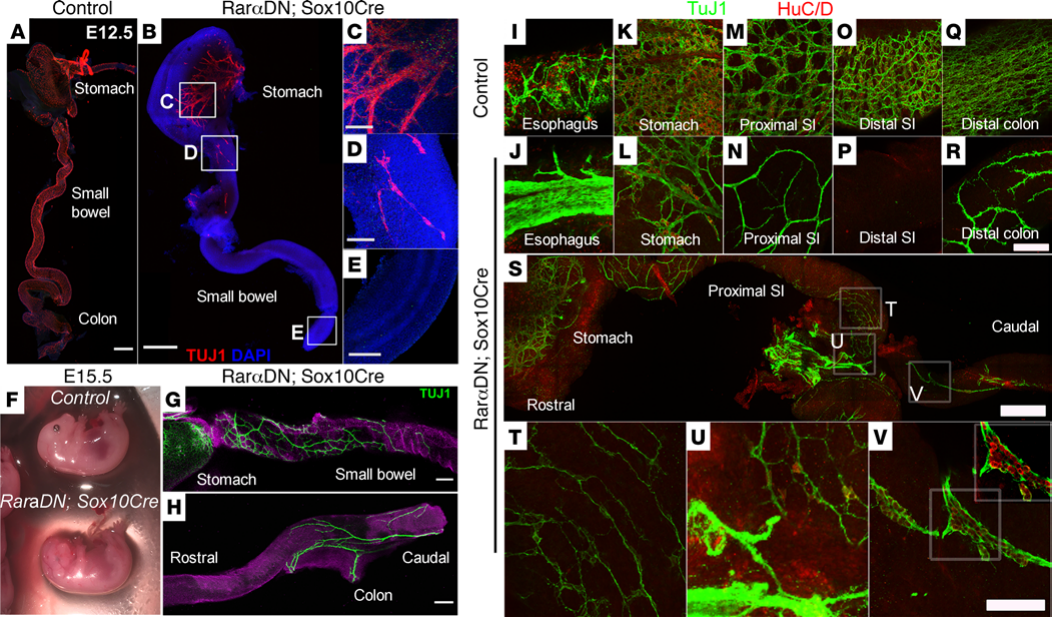
*RarαDN^LoxP/+^; Sox10Cre^+^* mice had extensive distal bowel aganglionosis. (**A**–**E**) E12.5 control or *RarαDN^LoxP/+^; Sox10Cre^+^* whole bowel was stained with TuJ1 antibody (red) and DAPI (blue). Insets highlight mutant stomach (**C**), proximal small intestine (**D**), and distal small intestine (**E**). Sparse TuJ1^+^ nerve cell bodies were seen in the proximal small bowel (**D**) but not in more distal small bowel (**E**) of *RarαDN^LoxP/+^; Sox10Cre^+^* mice. Scale bars: 500 μm (**A** and **B**) and 100 μm (**C**–**E**). (**F**) Images of either *RarαDN^LoxP/+^* (control) or *RarαDN^LoxP/+^; Sox10Cre^+^* E15.5 embryos. Note the defective eye and craniofacial development of the mutant embryos. (**G** and **H**) E15.5 *RarαDN^LoxP/+^; Sox10Cre^+^* bowels were stained with TuJ1 (green) and counter-stained with DAPI. Note the TuJ1^+^ network at proximal small intestine (**G**) and distal colon (**H**). Scale bars: 100 μm. (**I**–**R**) *RarαDN^LoxP/+^* (control) or *RarαDN^LoxP/+^; Sox10Cre^+^* bowels were stained with HuC/D (red) and TuJ1 (green) antibodies. Representative images of esophagus (**I** and **J**), stomach (**K** and **L**), proximal small intestine (**M** and **N**), distal small intestine (**O** and **P**), and end of distal colon (**Q** and **R**). Scale bar: 50 μm. (**S**) Proximal small intestine of E15.5 *RarαDN^LoxP/+^; Sox10Cre^+^* bowel. Regions outlined by boxes indicate which areas are enlarged in (**T**–**V**). Note extrinsic nerve fibers (**T** and **U**). Scale bars: 500 μm (**S**) and 50 μm (**T**–**V**). *n =* 3, *RarαDN^LoxP/+^* (control); *n =* 3, *RarαDN^LoxP/+^; Sox10Cre^+^*.

**Figure 8:**
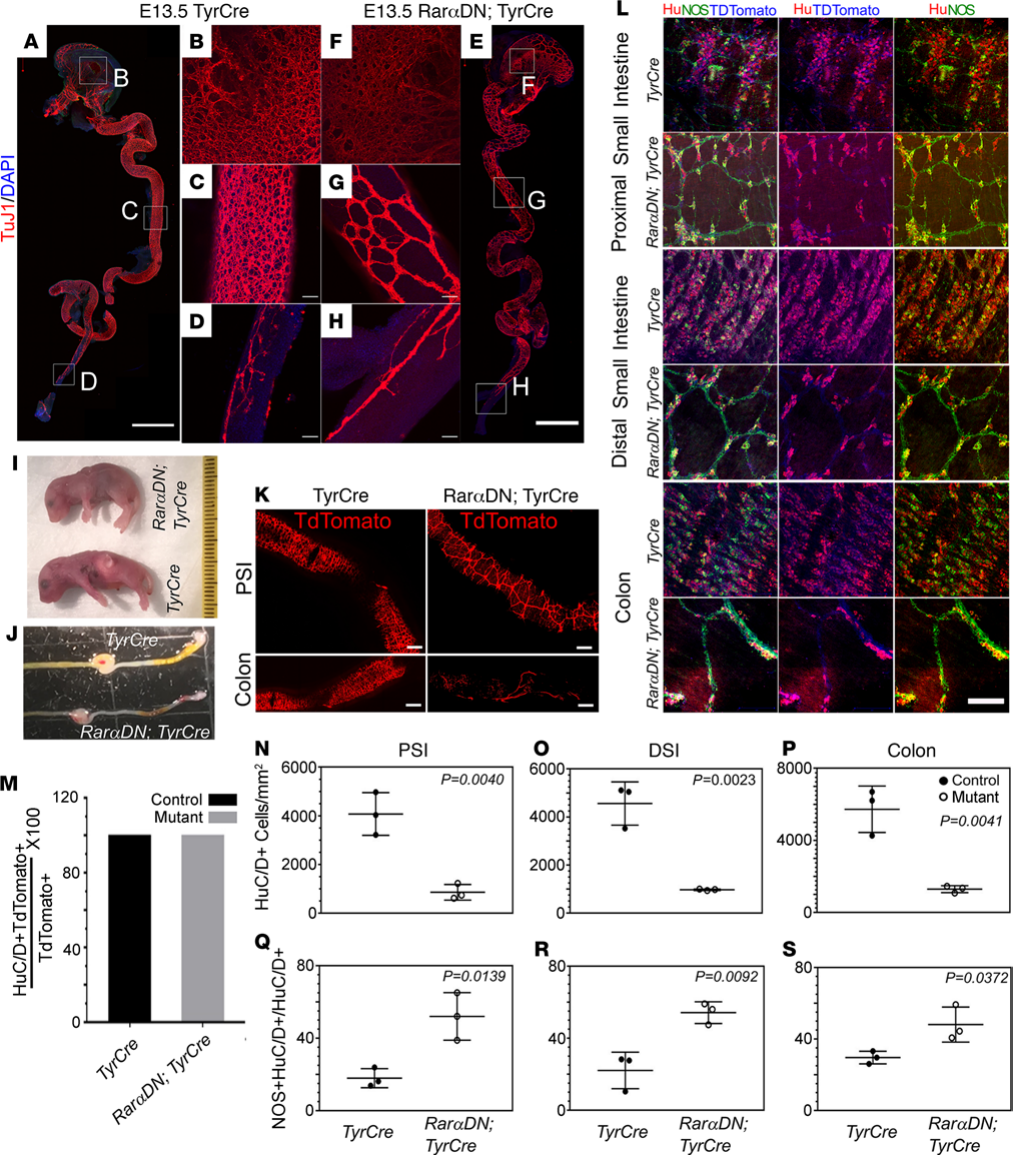
TyrCre-driven *RarαDN* reduces enteric neuron number and causes abnormal ENS patterning. (**A**–**H**) E13.5 *RarαDN^LoxP/+^; TyrCre^+^* or *TyrCre^+^* (control) bowels stained with TuJ1 antibody (red) and DAPI. Scale bars: 1 mm (**A** and **E**). Boxes in **A** and **E** indicate regions of stomach (**B** and **F**), midgut (**C** and **G**), and distal colon (**D** and **H**) that are magnified in adjacent images. Scale bars: 50 μm (**B**–**H**). (**I**) *RarαDN^LoxP/+^; TyrCre^+^* appear similar to control (*TyrCre^+^*) at birth but did not feed and lack a milk spot in stomach (*n =* 6). (**J**) *RarαDN^LoxP/+^; TyrCre^+^* distal bowel appeared grossly similar to control (*TyrCre^+^*) at P0 (*n =* 10). (**K**) TdTomato^+^ images of proximal small intestine (PSI) and colon of either *RarαDN^LoxP/+^; TyrCre^+^* or *TyrCre^+^* (control) E18.5 pups. Scale bar: 1 mm. (**L**) Whole-mount IHC of E18.5 *RarαDN^LoxP/+^; TyrCre^+^* or *TyrCre^+^* (control) bowels using HuC/D (red) and NOS1 (green) antibodies and via TdTomato (blue) fluorescence. Scale bar: 100 μm. (**M**) All TdTomato^+^ cells in the small bowel and colon were HuC/D^+^ in E18.5 *RarαDN^LoxP/+^; TyrCre^+^* and *TyrCre^+^* (control) mice. (**N**–**S**) Total HuC/D^+^ neurons were reduced in PSI, distal small intestine (DSI) and colon of *RarαDN^LoxP/+^; TyrCre^+^* mice (**N**–**P**), but the percentage of HuC/D^+^ neurons expressing NOS1 was increased in mutants (**Q**–**S**). *n =* 3, *TyrCre^+^* (control); *n =* 3, *RarαDN^LoxP/+^; TyrCre^+^*. Two-tailed unpaired Student’s *t* tests were used for statistics.

**Figure 9:**
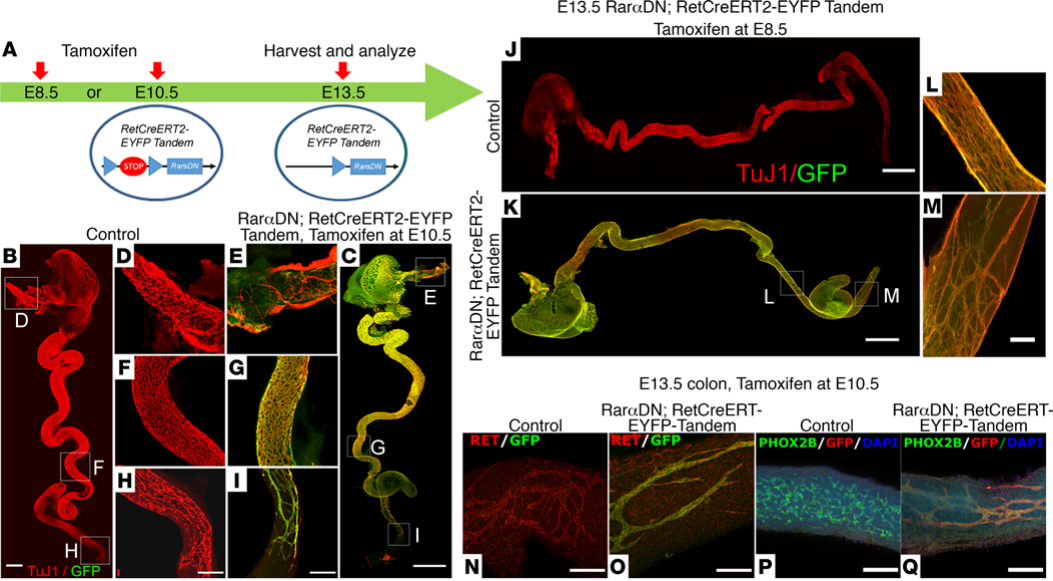
Inactivation of RAR signaling in *Ret* lineage at E8.5 or E10.5. (A) *RarαDN^LoxP/+^; RETCreERT2-EYFP^Tandem^* have *CreERT2* knocked into the *Ret* locus and *ChR2-Lox-Stop-Lox-EYFP* in the nearby *Rosa26* locus on the same chromosome. Tamoxifen activates CreERT2 to induce expression of *RarαDN* and *EYFP*. (**B** and **C**) E13.5 whole bowel from control (*RarαDN^LoxP/+^* that lacks *RETCreERT2-EYFP^Tandem^*) (**B**) *RarαDN^LoxP/+^; RETCreERT2-EYFP^Tandem^* (**C**) after E10.5 tamoxifen treatment. ENS was visualized using TuJ1 (red) and GFP (green) antibodies. (**D**–**I**) Boxes indicate regions of esophagus (**D** and **E**), small bowel (**F** and **G**), and distal colon (**H** and **I**) that are magnified in adjacent images. Scale bars: 1000 μm (**B** and **C**) and 500 μm (**D**–**I**). (**J** and **K**) E13.5 bowel after E8.5 tamoxifen treatment. Scale bar: 1000 μm. (**L** and **M**) Regions of magnified images from *RarαDN^LoxP/+^; RETCreERT2-EYFP^Tandem^* small bowel (**L**) or distal colon (**M**). Scale bar: 100 μm. (**N** and **O**) RET (red) and GFP (green) antibody stained E13.5 colon after E10.5 tamoxifen treatment. (**P** and **Q**) PHOX2B (green), GFP (red), and DAPI (blue) stained E13.5 colon after E10.5 tamoxifen treatment. Scale bars: 100 μm. *n =* 3 in each group.

**Figure 10:**
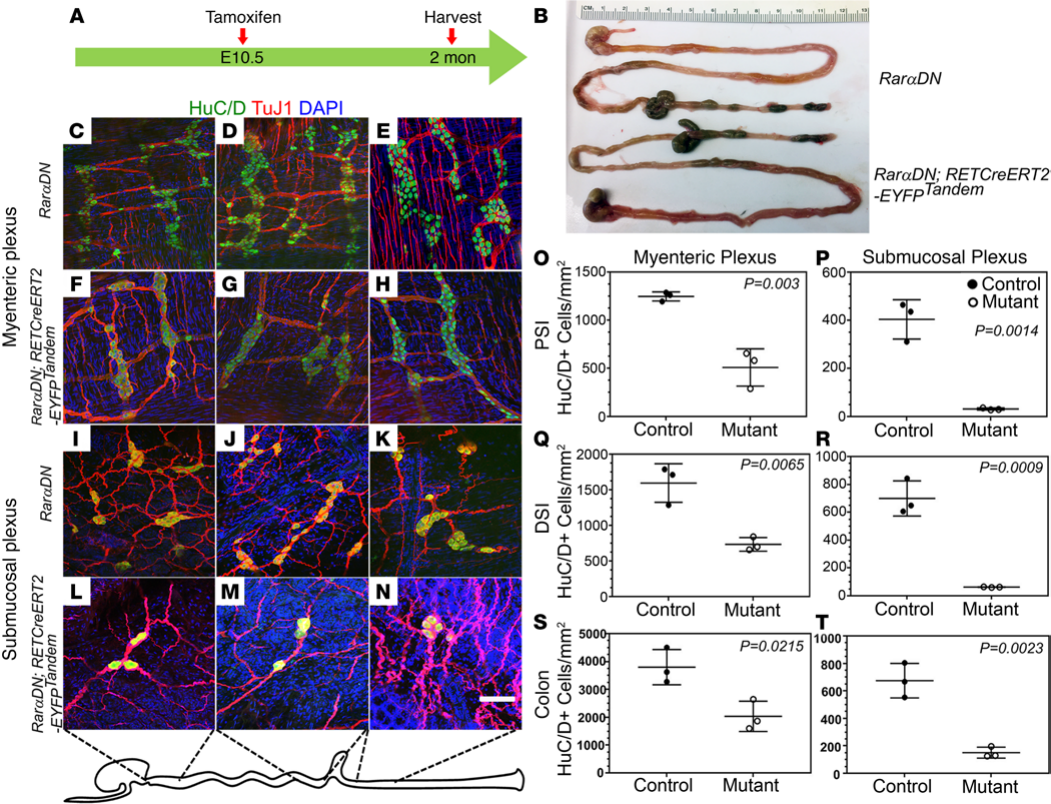
Postnatal ENS phenotype when RAR signaling is inactivated in *Ret* lineage starting from E10.5. (A) Tamoxifen was given to pregnant mice at E10.5 to activate the *RarαDN* transgene, and bowel was harvested at about 2 months of age. (**B**) *RarαDN^LoxP/+^* (control) or *RarαDN^LoxP/+^; RETCreERT2-EYFP^Tandem^* (mutant) bowels appear similar. (**C**–**N**) Myenteric and submucosal plexus in *RarαDN^LoxP/+^* (control) or *RarαDN^LoxP/+^; RETCreERT2-EYFP^Tandem^* (mutant) animals were visualized in whole mounts using HuC/D (green) and TuJ1 (red) antibodies plus DAPI (blue). Scale bar: 100 μm. (**O**–**T**) Quantification of HuC/D^+^ neurons shows about 50% fewer myenteric and about 90% fewer submucosal neurons in *RarαDN-RETCreERt2-EYFP^Tandem^* (mutant) animals compared with *RarαDN^LoxP/+^* (control) (*n =* 3 in each group). Two-tailed unpaired Student’s *t* tests were used for statistics.

**Figure 11:**
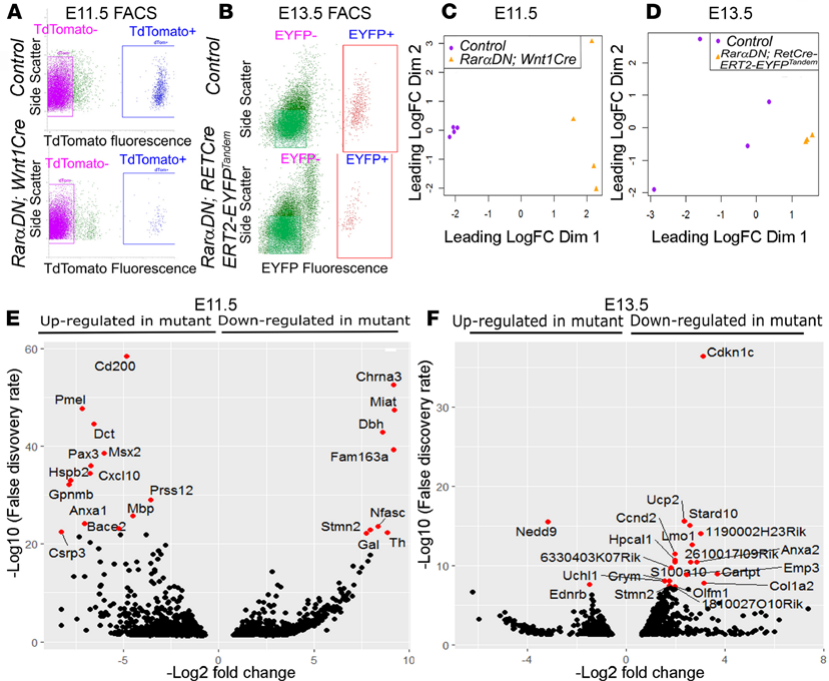
RNA-seq shows that many genes are dysregulated after *RarαDN* expression in the ENS. (**A**) ENCDC were isolated from E11.5 stomach of *RarαDN^LoxP/+^; Wnt1Cre^+^; R26R-TdTomato* and *Wnt1Cre^+^; R26R-TdTomato* (control) mice based on TdTomato fluorescence (*n =* 4 each). (**B**) ENCDC were isolated from E13.5 colon of *RarαDN^LoxP/+^;* *RETCreERT2-EYFP^Tandem^* or *RETCreERT2-EYFP^Tandem^* (control) mice based on EYFP fluorescence after tamoxifen treatment at E10.5 (*n =* 4 each, but 1 *RarαDN^LoxP/+^;* *RETCreERT2-EYFP^Tandem^* failed quality control, leaving *n =* 3 for this genotype). (**C** and **D**) Multidimensional scaling analysis (MDS) of RNA-seq data. (**E** and **F**) Volcano plots show differentially expressed genes.

**Figure 12:**
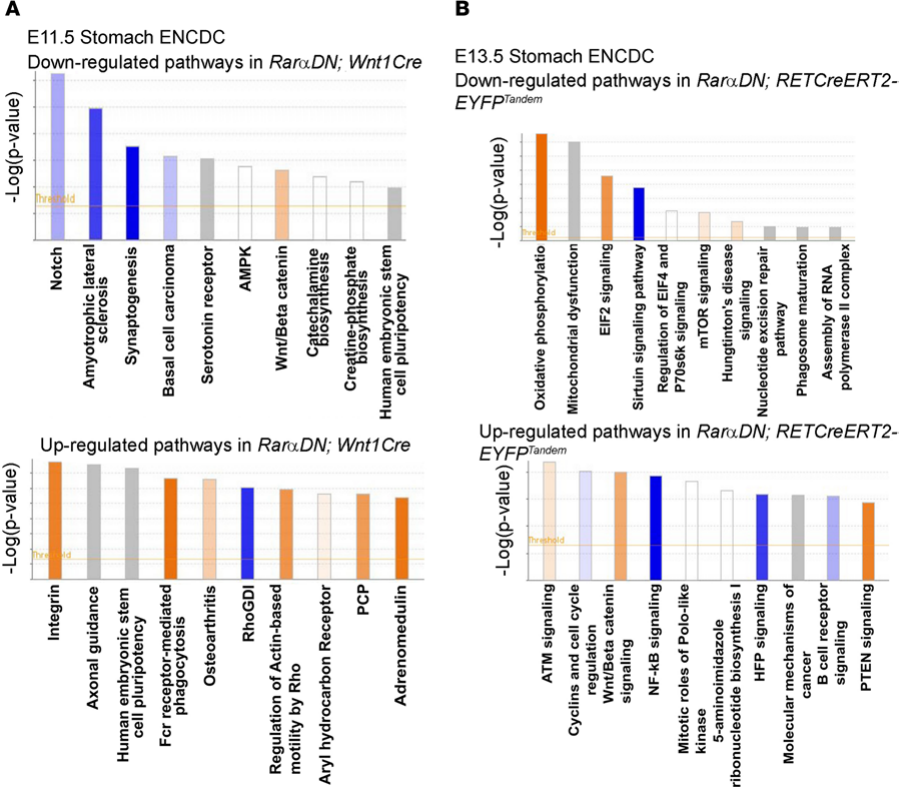
Pathway analysis for genes dysregulated by RARαDN. (**A** and **B**) Ingenuity Pathway Analysis (IPA) of differentially expressed genes (FDR < 0.05) at E11.5 (**A**) and E13.5 (**B**).

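Gene lists for the pathways in Fig. 12 were read at both ages. At E13.5, 49 of 80 oxidative phosphorylation genes fell and 1 rose (60 and 2 when adjusted over the list alone; median log2 fold change -0.96), with Cox6c, a subunit of cytochrome c oxidase, falling from 685 ± 154 CPM (mean ± SD, n = 4) to 257 ± 10.3 CPM (n = 3; log2 fold change -1.41, SE 0.18, edgeR adjusted p = 0.00596). 42 of 80 cytosolic ribosomal protein genes fell and none rose (54 when adjusted over the list alone; median -1.03), including Rplp0, an acidic ribosomal protein, from 1455 ± 155 to 760.3 ± 35.0 CPM (log2 fold change -0.94, edgeR adjusted p = 0.00609). 17 of 32 cell cycle genes rose and 2 fell (21 and 3 when adjusted over the list alone), including Top2a, the topoisomerase of dividing cells, from 95.8 ± 25.5 to 275 ± 11.5 CPM (log2 fold change 1.52, SE 0.21, edgeR adjusted p = 0.00716). Cdkn1c alone fell of 6 cyclin-dependent kinase inhibitor genes (2 when adjusted over the list alone). 2 of 26 DNA damage and ATM pathway genes rose and 2 fell (3 and 2 when adjusted over the list alone). Camera called the oxidative phosphorylation (adjusted p = 3.92e-22), ribosomal (1.28e-28) and kinase inhibitor (0.0187) lists lower and the cell cycle (0.000192) and DNA damage (0.0199) lists higher at E13.5, and all 5 had adjusted p = 0.415 with an estimated correlation. 3 of 50 axon guidance genes rose, as over the list alone (camera adjusted p = 0.890), no integrin gene of 10 passed (2 rose when adjusted over the list alone, camera adjusted p = 0.317), and no Notch gene of 28 passed, over the list alone either (camera adjusted p = 0.720). At E11.5, 4 of 26 Notch pathway genes fell and 1 rose (5 and 1 when adjusted over the list alone; camera adjusted p = 0.116), including Hes6, a promoter of neuron differentiation, from 483 ± 163 CPM (n = 4) to 103 ± 21.1 CPM (n = 4; log2 fold change -2.22, SE 0.26, edgeR adjusted p = 0.000739). 5 of 55 axon guidance genes fell and 3 rose (7 and 6 when adjusted over the list alone; camera adjusted p = 0.519). Slit3, a secreted axon guidance protein, fell (log2 fold change -3.19, edgeR adjusted p = 0.00169). Of the other E11.5 lists, 1 cell cycle gene rose and 2 fell of 32, the same numbers over the list alone (camera adjusted p = 0.0877), 3 of 27 DNA damage genes rose, over the list alone too (camera adjusted p = 0.870, median -0.24, mean 0.034), and no integrin gene of 13 or kinase inhibitor gene of 6 passed, over the list alone either (camera adjusted p = 0.743, with a median of -0.14 and a mean of 0.12, and 0.189). With fry the E11.5 cell cycle list passed as lower (adjusted p = 0.0404). The E11.5 oxidative phosphorylation list lay higher by camera with 1 of 79 genes lower and none when adjusted over the list alone (median 0.25, adjusted p = 0.000273, and adjusted p = 0.624 with an estimated correlation), as did the ribosomal list with no gene of 80 past edgeR's test, over the list alone either (median 0.49, adjusted p = 3.82e-09, and adjusted p = 0.421 with an estimated correlation). Transcripts of the E13.5 oxidative phosphorylation and ribosomal lists are short, and longer transcripts had the higher fold changes at that age. With the trend with transcript length removed, a choice made after seeing the data, the median over both lists at E13.5 went from -1.01 to -0.119, with 9 of 160 genes called lower, and both lists stayed lower by camera (adjusted p = 0.0269 for oxidative phosphorylation and 0.000230 for ribosomal genes). With it removed, the kinase inhibitor and DNA damage calls at E13.5 and the ribosomal call at E11.5 were lost (camera adjusted p = 0.146, 0.0901 and 0.0644), and the E11.5 oxidative phosphorylation list turned direction (adjusted p = 0.522). The Top2a, Rplp0 and Cox6c calls were lost without RarαDN library 1 (edgeR adjusted p = 0.0507, 0.0508 and 0.0507), the DNA damage call without control library 4 (camera adjusted p = 0.0594) and the E11.5 oxidative phosphorylation call without RarαDN library 1 (camera adjusted p = 0.0974). The Cox6c call was lost with the length trend removed too (edgeR adjusted p = 0.208). The E11.5 Notch list passed without control library 2 or RarαDN library 2 (camera adjusted p = 0.0433 and 0.0278) and with fry (adjusted p = 0.0317).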

**Table 1:**
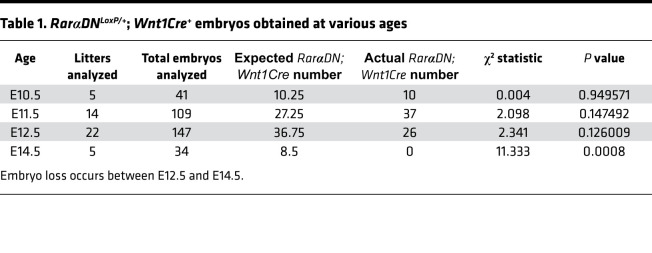
*RarαDN^LoxP/+^*; *Wnt1Cre^+^* embryos obtained at various ages

## Version 1 04/13/2021

In-Press Preview

## Version 2 05/24/2021

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

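RNA was sequenced from fluorescent ENCDC sorted from single embryonic mouse organs. The E11.5 stomach libraries came from 4 embryos that expressed RarαDN under Wnt1Cre and from 4 control embryos. The E13.5 colon libraries came from 3 embryos that expressed RarαDN after tamoxifen at E10.5 under RETCreERT2 and from 4 control embryos. Groups and replicate numbers were taken from the sample labels and the paper, and no library was grouped by its values.

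The authors made the libraries with SMART cDNA amplification and Nextera XT, combined 2 sequencing runs per sample, removed repeat and ribosomal RNA reads, mapped the remaining single-end reads with RUM and deposited whole-number counts per RefSeq transcript. The mapper's version, the genome build and the annotation release are not given in the sources used here. The deposited table also holds log2 values that the authors quantile-normalized over all 15 libraries, with the same largest value, 15.7, in every library. It further holds the authors' own comparisons, given as log2 fold changes and as p-values adjusted to a false discovery rate (FDR), whose heading points to edgeR. All results here start from the counts, and the authors' comparisons were only set beside them.

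The counts cover 22365 transcripts of 17090 genes. For each gene the 1 transcript that the authors marked as best was used; 3329 genes had more than 1 transcript, and the marked one had the largest total in 68.5% of them. The rule behind the mark is not given in the sources used here. Because 1198 genes share identical counts with another gene, in 221 sets, such genes (Hba-a1 with Hba-a2, Hbb-b1 with Hbb-b2) cannot be told apart. The file holds none of the mitochondrially encoded genes. The libraries were not stranded by any step that the sources name, so overlapping antisense genes are uncertain.

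Counts were scaled by TMM, filtered with filterByExpr and tested with the quasi-likelihood test of edgeR 4.0.16 (robust fit) in R 4.3.3, in 1 fit per age, and P values were adjusted by Benjamini-Hochberg with a threshold of 0.05, or 0.2 for genes counted at both ages as in the paper's tables. SEs were derived from the log2 fold change and the F statistic. CPM are TMM-scaled, and means ± SD are over libraries. The difference between the ages was tested as an interaction in 1 fit of the 4 groups. With a group at 0, the fold is a bound against 3 counts over that group. Gene lists were tested with camera of limma 3.58.1 on log-CPM (prior count 2, preset correlation 0.01) and adjusted over the lists, with camera's estimated correlation and fry beside it. Distances between libraries used the 500 genes of largest variance. Small comparisons used exact permutation tests. Transcript lengths and GC content came from GENCODE transcripts matched by RefSeq accession, which found 97.8% of genes.

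The mapping of samples, the tests, the 32 gene lists, the rule for named genes and most alternatives were written before the data were examined. The rule names, for each age, every gene that the paper names for that RNA-seq in its text or Fig. 11, E and F; the 10 largest positive and 10 largest negative log2 fold changes among called genes whose mean log-CPM is above the median and whose groups do not overlap; up to 3 members of each list with the lowest adjusted p, or the 2 of highest mean log-CPM where none passes; and Rara, Xist and Y-linked genes in every sample. Values in the paper's own tables had been seen when the rule was written. Results for some genes are not reported here. Genes named outside the rule are said to be named after their values were seen.

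The steps were tested on simulated counts drawn from the real means and library sizes and edgeR's own dispersions, with 200 changed genes at each age. At E11.5 (12055 genes) edgeR recovered 11.9%, 59.4% and 88.1% of genes changed by 1, 2 and 4 on the log2 scale, with 4.85% false calls. At E13.5 (11636 genes) it recovered 20.3%, 63.1% and 84.7%, with 3.70% false calls. DESeq2 gave 25.6% and 25.9% false calls in the same simulations. Because these counts follow edgeR's own dispersions, those shares do not measure DESeq2's false calls in the real libraries. In these simulations a log2 change of 1 was thus mostly missed. Among the real E13.5 calls the median absolute log2 fold change was 1.03, so changes near 1 did pass there.

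The alternatives were RLE scaling, no scaling, no filter on low counts, a filter at 1 CPM in every library of a group, DESeq2 1.42.0, limma-voom with and without quality weights, a fit without the robust step, all 4 groups in 1 fit, a Y-linked covariate, a replicate block, hemoglobin genes left out, other thresholds and each library left out in turn. Added after the data had been seen were the transcript with the largest total, edgeR's exact test, the removal of the trend with transcript length, and the E13.5 fit without both hemoglobin-rich control libraries. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Reads, cell images and qPCR were not analysed here.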

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

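Of the tests below, those on transcript length, on cells with the control profile, on library depth for Ret, on hemoglobin and on the distances between libraries under other splits were chosen after the results they bear on had been seen; those on genes detected, on matched random lists and on the other splits were chosen before.

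In 5 of 35 groups of 4 libraries examined for a library far from the rest, 1 library stood apart, where chance gives about 1.75. Stmn2 in E11.5 controls was 166.6 CPM in control library 2 and 39.8 to 48.9 in the other controls. Pax3 in E11.5 controls was 2.57 CPM in control library 4 and 0.340 to 0.692 in the other controls. Hemoglobin genes summed to 7.16 CPM in E11.5 RarαDN library 3 and 20.2 to 22.3 in the other RarαDN libraries. Wnt2 was 16.7 CPM in E11.5 RarαDN library 4 and 0 to 1.69 in the other RarαDN libraries. Hemoglobin genes summed to 4882 CPM in E13.5 control library 3 and 25.2 to 777 in the other controls.

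The effect of RarαDN differed between E11.5 stomach and E13.5 colon in 1950 genes (edgeR interaction test, adjusted p under 0.05). The difference on the log2 scale, E11.5 minus E13.5, was -7.09 for Stmn2 (edgeR adjusted p = 8.18e-05), 9.81 for Pax3 (0.00668) and -5.16 for Bmp4 (0.0432), the values of Pax3 and Bmp4 being fitted ones, since Pax3 has no count in E13.5 RarαDN-expressing ENCDC and Bmp4 none in E13.5 controls. Lists that lay lower at E11.5 than at E13.5 by camera were the receptor and channel (adjusted p = 6.56e-06), pan-neuronal (1.41e-05), synaptic (0.000322), ENS progenitor (0.00471), neurotransmitter (0.00471), cell cycle (0.000447), Hox (0.000550) and retinoic acid receptor target (0.0214) lists. Lists that lay higher at E11.5 were the ribosomal (3.70e-26), oxidative phosphorylation (2.92e-17), melanoblast (7.36e-13), leukocyte (6.56e-06), neural crest (8.43e-06), mesenchyme (0.00391), kinase inhibitor (0.00468), stress (0.00535) and pericyte (0.0426) lists. Median differences of these lists ran from -4.86 (receptor and channel) to -0.91 (cell cycle) among the lower ones and from 0.96 (stress) to 5.91 (melanoblast) among the higher ones. The receptor and melanoblast differences held with an estimated correlation (adjusted p = 0.0140 and 0.00896), and the other 15 did not (adjusted p = 0.179 to 0.265 with an estimated correlation).

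The paper does not report on several lists that moved. At E11.5 the melanoblast (camera adjusted p = 7.05e-19), neural crest (5.00e-12), leukocyte (4.48e-06), mesenchyme (0.00268), stress (0.00461) and pericyte (0.0297) lists lay higher and the Hox (0.000321) and retinoic acid receptor target (0.0160) lists lower. At E13.5 the Hox (0.00667) and receptor target (0.0445) lists lay higher and the kinase inhibitor (0.0187), mesenchyme (0.0395) and endothelial (0.0445) lists lower. Median log2 fold changes were 4.85, 1.45, 3.78, 1.94, 0.55 and 0.81 for the higher E11.5 lists in that order, -0.89 and -1.30 for the lower, and 0.92, 0.56, -0.44, -0.89 and -1.34 at E13.5. Of these 13 calls, the melanoblast call alone held with an estimated correlation (adjusted p = 0.0136, against adjusted p from 0.0971 to 0.415 for the others).

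Other ways to split the libraries into groups of the same sizes were counted. For the called genes at E11.5 and E13.5, the lists at each age and the separation at E11.5, the real split alone, 1 of 35, gave a result as large (745 against 0 for the highest other split, 1007 against 6, 18 against 15, 13 against 11 and 55.8 against 10.3). That share is the smallest that these library numbers allow, so it does not by itself exclude chance. For the lists the margin was narrow, and the E11.5 split with 15 lists called had 0 genes called. In 100 drawn pairs of splits, 1 alone, the real one, gave as many genes at both ages (542 against 0) or with a difference between the ages (1950 against 1556). The pair with 1556 genes holds the real split at E11.5. A further pair with 506 genes holds the real split at neither age, and why it has as many was not tested. For genes in the same direction at both ages (66 against 0, with 1 pair, the real one, as high) the count decides nothing, since no other pair gave any gene at both ages. For the separation at E13.5, 3 of 35 splits gave a value as large (9.28 against 18.5 for the highest), so chance cannot be excluded there either.

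Genes called at both ages mostly went in opposite directions, and 160 oxidative phosphorylation and ribosomal protein genes fell at E13.5 with a median log2 fold change of -1.01. Against transcript length as the cause of the first, the share in the same direction was still 20.7% after each library's trend with length was removed (16.5% to 29.7% with 1 library left out). For short, abundant transcripts as the cause of the second, 0% of 10000 random lists matched on length and expression had a median as low (lowest -0.832). Their own median was -0.695, so such transcripts stay open as a cause of much of the fall. The draws took genes as independent, which genes that vary together are not, so the 0% does not measure the spread between libraries and does not decide the rest. The length trend stays open as a cause of much of the second, since its removal left a median of -0.119 (-0.168 to -0.0959 with 1 library left out), and 173 of 993 E13.5 calls were kept with a median absolute log2 fold change of 0.545 from 1.02 (SE 0.172 from 0.204) while 922 kept their sign. Genes detected stay open for both, with r -0.121 (permutation p = 0.697, adjusted 0.697; rho -0.139, p = 0.659; 0.0384 without the 2 farthest libraries) over deviations of 15 libraries for the first and r -0.466 (exact permutation p = 0.451, adjusted 0.697; rho -0.5, p = 0.403; 0.294 without the 2 farthest) over 7 libraries for the second, in a family of 2 relations. GC content stays open for the first too, since log2 fold changes went with it in opposite ways (Spearman's rho 0.291 at E11.5 and -0.301 at E13.5). Its median was 54.9% for genes higher at E11.5 and lower at E13.5, and 45.2% for the reverse. No trend with GC content was removed. Age, organ, Cre driver and time since RarαDN expression, the biological differences in the design, were not separated and stay untested.

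Ret stood at 131 and 235 CPM in E11.5 RarαDN libraries 1 and 2 and at 0.613 and 0.117 in libraries 3 and 4. Cells with the whole control profile in libraries 1 and 2 are argued against by 10 of 33 neuronal genes abundant in controls (Stmn2, Stmn3, Prph, Celf3, Th, Dbh, Gal, Chrna3, Chrna5 and Chrnb4), which stood in both libraries at under 2.80% of the control level, while Ret stood at 11.2% and 20.2% of it. This replaced a first test, the median over the 33 genes (19.5% in library 1 and 13.3% in library 2), which by its own rule had come out for such cells; it was changed after that outcome was seen, because whole control cells forbid abundant control genes far below the Ret share. A lower depth of libraries 3 and 4 is argued against by Ret at library 1's level giving 393 times the 5 counts seen. Cells with part of the control profile, or a mix of cell states that differs between embryos, may account for it and were not tested. Libraries 1 and 2 also held Y-linked counts (1063 and 1643), and libraries 3 and 4 held 0. Rarb counts divided the same way (304 and 193 against 1 and 7). Sex of the embryo was not tested as a cause, and in these libraries it cannot be told apart from the Ret division. The paper, too, reports RET staining that varied between mutant mice.

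Hemoglobin transcripts summed to 25.2, 777, 4882 and 60.1 CPM in the E13.5 controls and 100.4, 0.680 and 9.20 CPM in the RarαDN libraries. No explanation weighed here was excluded. A few control libraries rich in erythroid RNA stay open, as the test (exact permutation p = 0.514 on CPM and 0.171 on the log2 scale) was chosen with these sums in view and a p of this size supports no explanation. Free hemoglobin RNA without erythroid cells stays open too. Of 10 other erythroid genes, 3 had over 10 counts in control library 2 or 3 and at most 5 in each RarαDN library, Alas2 (170) and Rhd (14) in library 3 and Ermap (21) in library 2, but none did in both, and the other 7 had at most 6 counts in any control library. A first rule had taken 1 of the 2 libraries as enough to argue against it, and was changed after its outcome was seen, because a single library excludes nothing for the other. The sort for EYFP would remove cells without the reporter, and the paper reports EYFP-lineage cells stained for TER119. An effect of RarαDN on erythroid cells, the biological explanation in the design, stays open, as an exact permutation p of 0.514 from 4 against 3 libraries with this spread does not exclude it.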

How the results depend on the processing

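Of the tests below, the fits with edgeR's exact test, with the trend on transcript length removed, with the transcript of the largest total and without both hemoglobin-rich control libraries were chosen after the results had been seen. No pseudocount was varied, since the file holds counts. The robust step and the exact test have no values for gene lists, and the exact test and the fit of all 4 groups none for the difference between the ages.

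The count of 745 genes at E11.5 was 1676 with DESeq2, 1999 with limma-voom and quality weights, 350 with a replicate block and 1215 with the exact test, and lay within 1.5 times under the other alternatives that keep all libraries. The 1007 genes at E13.5 became 1861 with DESeq2, 1788 with quality weights, 649 with all 4 groups in 1 fit, 193 with the length trend removed and 212 without both hemoglobin-rich controls. In simulated counts DESeq2 made 25.6% and 25.9% false calls, the exact test 13.6% and 7.87%, and the block 7% and 10%. As these counts were drawn with edgeR's own dispersions, the shares may not hold for the real libraries. The 542 genes at both ages became 930 with DESeq2, 1093 with limma-voom, 2087 with quality weights and 290 with the length trend removed, and 100, 205 and 241 at thresholds of 0.05 at both ages, 0.05 at E11.5 with 0.2 at E13.5, and the reverse. For the 66 with the same direction the values were 136, 137 and 226 with DESeq2, limma-voom and quality weights, 102 with all 4 groups in 1 fit, and 19, 38 and 30 at these thresholds, which by their construction admit fewer genes. The 1950 genes that differ between the ages became 3829 with quality weights, 1184 with the length trend removed and 909 without the hemoglobin-rich controls. The 18 and 13 lists called at E11.5 and E13.5 became 2 and 0 with camera's estimated correlation, by its construction a wider null. Apart from the thresholds, the estimated correlation and the 2 fewer libraries, the cause was not tested.

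With each library left out in turn, the counts ranged from 324 to 1143 at E11.5, 25 to 1258 at E13.5, 282 to 873 at both ages, 34 to 122 in the same direction and 1196 to 2341 for the difference between the ages. Lists ranged from 14 to 19 and from 10 to 15, and the separation from 43.5 to 66.4 at E11.5 and from -1.03 to 20.8 at E13.5. At E11.5 the count was 324, 351 and 363 without control library 1, 3 and 4 and 1143 without RarαDN library 1. At E13.5 it was 25, 44 and 324 without RarαDN library 1, 2 and 3 and 462 without control library 3. At both ages it was 286, 873, 287 and 282 without E11.5 control library 1 to 4 and 288 and 348 without E13.5 RarαDN library 1 and 2. In the same direction it was 34 and 42 without E13.5 RarαDN library 1 and 3 and 122 without E11.5 RarαDN library 1. For the difference between the ages it was 1196 and 1259 without E13.5 RarαDN library 1 and 2. The separation at E13.5 was -0.309, -1.03 and 0.734 without RarαDN library 1, 2 and 3, and 19.1, 15.1, 14.9 and 20.8 without control library 1 to 4. Fewer libraries lower the power of each of these fits, and why single libraries weigh unequally was not tested.

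Of the 101 named genes tested at E13.5, calls ended for 56, 52 and 28 without RarαDN library 1, 2 and 3, 25 without control library 3, 25 with all 4 groups in 1 fit, 38 with the length trend removed and 36 without the hemoglobin-rich controls. Of 103 at E11.5, calls ended for 20, 11, 14 and 17 without control library 1 to 4 and 17 with the block. Direction was kept wherever a call was at stake, except for Eif2s3y at E13.5, a Y-linked gene with a log2 fold change of -1.80 with the Y-linked covariate, which takes up that gene's own signal, and for the oxidative phosphorylation list at E11.5, which turned from higher to lower with the length trend removed (camera adjusted p = 0.522); the cause was not tested. The Wnt ligand call at E11.5 ended in 14 settings (camera adjusted p = 0.0543 to 0.411). The retinoic acid receptor target call at E11.5 ended without filter (camera adjusted p = 0.123), with DESeq2 (0.649) and without any control library or RarαDN library 1 or 3 (0.0559 to 0.106), and at E13.5 with the 1 CPM filter (0.0507), with all 4 groups (0.159) and without control library 1 or 2 or RarαDN library 3 (0.0602, 0.0765 and 0.0910).

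Replicate numbers do not pair the libraries. Deviations from the group means correlated between same-numbered libraries at r 0.236, -0.196, 0.0727 and 0.0994 at E11.5 and 0.0430, 0.0382 and 0.0457 at E13.5, so the block has no basis beyond the labels. Of 17090 genes, 12427 at E11.5 and 12085 at E13.5 had enough counts for the test. Simulated log2 changes of 1 were recovered in 11.9% of genes at E11.5 and 20.3% at E13.5 with the real library sizes and numbers, and the share of depth in this was not tested.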

Differences from the paper's values

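The paper's counts were set beside the counts here at the paper's thresholds. Among the tests below, the exact test, the fit with the trend on transcript length removed and the fit without both hemoglobin-rich control libraries were chosen after the values had been seen, and the other alternatives were set before the data were examined.

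At E11.5, 745 genes passed here and 1413 in the paper. The values came within 1.5 times of each other with DESeq2 (1676), limma-voom with quality weights (1999), all 4 groups in 1 fit (980) and without RarαDN library 1 (1143), and under no other of the alternatives set before. The exact test, chosen after seeing the values, gave 1215 and dropped 375 of the 1412 genes in the paper's Supplemental Table 1, where the fit reported here drops 694. The authors' deposited comparison calls 1374 genes on the transcripts used here, of which 280 were not tested here for low counts, and 717 of the rest are among the 745. Over tested genes the log2 fold changes correlate with the authors' at r 0.983.

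The paper gives 115 genes regulated in the same direction at both ages, and 66 were found here. Values came within 1.5 times with no filter on low counts, DESeq2 (136), limma-voom (137), all 4 groups in 1 fit (102), without E13.5 control library 1 and without E11.5 RarαDN library 1, 2 or 3, and under no other alternative set before. The exact test, chosen after seeing the values, gave 81 and dropped 37 of the 89 genes in the paper's Supplemental Tables 4 and 5, which hold fewer genes than its text states.

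For genes lower at both ages with thresholds of 0.05 at E11.5 and 0.2 at E13.5, the paper's number is 55 and 33 were found here. This gap closed with a filter at 1 CPM, DESeq2, limma-voom with and without quality weights, all 4 groups in 1 fit, and without E11.5 RarαDN library 1 or 2, and not with the others. The exact test, chosen after seeing the values, gave 46 and dropped 18 of the paper's 55. For genes higher at both ages with these thresholds, the paper's number is 13 and 5 were found here. It closed with DESeq2, limma-voom, all 4 groups in 1 fit and without E11.5 RarαDN library 1, and not with the others. The exact test, again chosen after seeing the values, gave 12 and dropped 8 of the paper's 13. With the thresholds reversed, the paper's number of lower genes is 44 and 27 were found here. That gap closed with no filter, DESeq2, limma-voom and without each E11.5 RarαDN library, and not with the others. The exact test, also chosen after seeing the values, gave 37 and dropped 14 of the paper's 44.

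For Bmp4 at E13.5 the bound here is 5.53 on the log2 scale, against the paper's 4.86. Bmp4 has no count in E13.5 controls, so its fold is only bounded. It did not differ when any 1 control library or RarαDN library 1 was left out, and differed under the other alternatives set before. Without both hemoglobin-rich controls, chosen after seeing the values, it was 4.70, a fit that drops 945 of the 1140 genes in the paper's Supplemental Table 2.

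Several genes that the paper reports as changed did not pass here, each with the paper's direction. Ret at E11.5 (log2 fold change -3.66, edgeR adjusted p = 0.191) passed with limma-voom with and without quality weights and with the Y-linked covariate. Rest at E11.5 (0.92, edgeR adjusted p = 0.0908) passed with DESeq2, quality weights, without RarαDN library 1, with the exact test and with the length trend removed, the last chosen after seeing the values too. Bmp4 at E11.5 (3.18, edgeR adjusted p = 0.0539) passed with a filter at 1 CPM, DESeq2, quality weights, no robust step, without RarαDN library 1 and with the exact test. Wnt4 (3.03, edgeR adjusted p = 0.159) passed with DESeq2 and without RarαDN library 2. Wnt2 and Wnt10a had too few counts for the test and passed with DESeq2 (adjusted p = 0.0154 and 0.0266). Sox10 at E13.5 (1.36, edgeR adjusted p = 0.0857) passed with DESeq2, the replicate block, the Y-linked covariate and the exact test. Hbb-y at E13.5 (-7.43, edgeR adjusted p = 0.0742) passed with no scaling, DESeq2, no robust step, the replicate block, all 4 groups in 1 fit, without control library 1, without control library 4 and with the exact test. Hbb-b1, Hbb-b2, Beta-s, Hba-a1 and Hba-a2 (edgeR adjusted p from 0.296 to 0.301) passed in no setting, and Hba-x passed here. Of the paper's markers, Stmn2 and Pax3 at E11.5, Wnt1 at E11.5 and Rest, Ets1 and Bmp4 at E13.5 passed here with its direction.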

Other observations

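None of the tests in this part was chosen after its result was seen, and Ret and Dlk1 at E13.5 are given as values. Apart from Ret at E13.5, the lists and genes below belong to no claim of the paper. For Ret, the paper reports RET protein in E13.5 RarαDN-expressing ENCDC and proposes that RAR signaling is not needed to maintain its expression.

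Of 19 retinoid receptor, binding protein and metabolism genes at E11.5, 4 were higher and 1 lower in RarαDN-expressing ENCDC, as when adjusted over the list alone (median log2 fold change 0.13, camera adjusted p = 0.331), and at E13.5, 3 of 19 were higher and 1 lower, as over the list alone (median 0.029, mean -0.12, camera adjusted p = 0.751). Crabp2, a retinoic acid-binding protein, rose at E11.5 from 55.4 ± 15.3 to 427 ± 109 CPM (mean ± SD, n = 4 each; log2 fold change 2.94, SE 0.27, edgeR adjusted p = 0.000184), and Rxrg, a retinoid X receptor, rose too (log2 fold change 3.46, edgeR adjusted p = 0.000277). Dhrs3, a retinal reductase, rose at E13.5 (log2 fold change 2.10, edgeR adjusted p = 0.0192), a call lost without each RarαDN library (edgeR adjusted p from 0.0645 to 0.0792).

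Of 12 genes known as direct targets of retinoic acid receptors, 1 rose and 1 fell at E11.5 and 3 rose at E13.5, as over the list alone (median log2 fold changes -1.30 and 0.56). Camera placed the list lower at E11.5 (adjusted p = 0.0160, and adjusted p = 0.415 with an estimated correlation) and higher at E13.5 (adjusted p = 0.0445, and adjusted p = 0.415 with an estimated correlation). Rarb, a target and receptor gene, was 196 ± 42.3 CPM in E13.5 control (n = 4) and 315 ± 35.3 CPM in RarαDN-expressing ENCDC (n = 3; log2 fold change 0.68, SE 0.18, edgeR adjusted p = 0.0409), a call lost without control library 2, 3 or 4 or any RarαDN library (edgeR adjusted p from 0.0744 to 0.183). At E11.5 Rarb did not pass (log2 fold change -2.54, edgeR adjusted p = 0.180), although every RarαDN library lay below every control library. Its counts were 726, 701, 573 and 583 in control libraries 1 to 4 and 304, 193, 1 and 7 in RarαDN libraries 1 to 4.

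Hox genes summed to 456.1 ± 22.1 CPM in E11.5 control and 190.3 ± 60.2 CPM in RarαDN-expressing ENCDC (n = 4 each), with 3 of 16 lower and none higher (6 lower when adjusted over the list alone; camera adjusted p = 0.000321, and adjusted p = 0.205 with an estimated correlation). At E13.5 they summed to 411 ± 81.0 (n = 4) and 751 ± 67.0 CPM (n = 3), with 2 of 12 higher and none lower (4 higher over the list alone; camera adjusted p = 0.00667, and adjusted p = 0.415 with an estimated correlation). Hoxd1 was at least 35.2-fold lower at E11.5 (no count in RarαDN-expressing ENCDC, 3 counts over the group as floor; edgeR adjusted p = 0.0170), a call lost without any 1 control library (edgeR adjusted p from 0.0536 to 0.0700). With no filter on low counts both Hox calls ended (camera adjusted p = 0.0564 and 0.0582).

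Dissociation stress genes lay higher at E11.5, with 3 of 16 higher and none lower (6 over the list alone; median log2 fold change 0.55, mean 1.29, camera adjusted p = 0.00461, and adjusted p = 0.274 with an estimated correlation). Among them Hspa1b, a heat shock protein, had 1.73 ± 0.225 CPM in control and 113 ± 207 CPM in RarαDN-expressing ENCDC (log2 fold change 6.02, edgeR adjusted p = 0.0283). RarαDN library 2 held 423 CPM of it and the other RarαDN libraries 8.21 to 11.3, and without that library the log2 fold change was 2.48 (edgeR adjusted p = 0.0290). The call was lost with no filter on low counts (edgeR adjusted p = 0.0589), limma-voom (adjusted p = 0.309), the Y-linked covariate (0.158) and the replicate block (0.109), and without any 1 control library (edgeR adjusted p from 0.0767 to 0.0979). At E13.5, Btg2 alone fell of 15, over the list alone too (log2 fold change -1.52, edgeR adjusted p = 0.0408; camera adjusted p = 0.188, and 0.0232 without RarαDN library 1). The Btg2 call was lost without control library 1, 3 or 4 or any RarαDN library (edgeR adjusted p from 0.0547 to 0.161).

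Ret at E13.5 was 294 ± 50.1 CPM in control ENCDC (mean ± SD, n = 4) and 291 ± 109 CPM in RarαDN-expressing ENCDC (n = 3; log2 fold change -0.013, edgeR adjusted p = 0.985). Dlk1, an imprinted gene, fell from 64.2 ± 6.59 to 11.9 ± 4.72 CPM (log2 fold change -2.42, edgeR adjusted p = 0.00609) and lost its call with all 4 groups in 1 fit (edgeR adjusted p = 0.118).

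Counts of Xist and of Y-linked genes are given per library, and no groups were formed from them. Xist had 1006, 1506, 0 and 1343 counts in E11.5 control libraries 1 to 4, 0, 0, 1310 and 1165 in RarαDN libraries 1 to 4, 144, 0, 294 and 433 in E13.5 control libraries 1 to 4 and 0, 0 and 1169 in RarαDN libraries 1 to 3. Y-linked genes had 0, 0, 1721 and 0, then 1063, 1643, 0 and 0, then 0, 781, 0 and 0, and then 666, 1464 and 0 counts in the same libraries. At E13.5 none of 6 sex-linked genes passed, over the list alone either (camera adjusted p = 0.708), and 2 at E11.5 were too few for a list test.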
